# Genome-wide identification and expression analysis of glutathione S-transferase gene family to reveal their role in cold stress response in cucumber

**DOI:** 10.3389/fgene.2022.1009883

**Published:** 2022-09-29

**Authors:** Xiaoyu Duan, Xuejing Yu, Yidan Wang, Wei Fu, Ruifang Cao, Lu Yang, Xueling Ye

**Keywords:** glutathione S-transferases, cucumber, cold stress, glutathione metabolism, transcriptome

## Abstract

The plant glutathione S-transferases (GSTs) are versatile proteins encoded by several genes and play vital roles in responding to various physiological processes. Members of plant GSTs have been identified in several species, but few studies on cucumber (*Cucumis sativus* L.) have been reported. In this study, we identified 46 GST genes, which were divided into 11 classes. Chromosomal location and genome mapping revealed that cucumber GSTs (CsGSTs) were unevenly distributed in seven chromosomes, and the syntenic regions differed in each chromosome. The conserved motifs and gene structure of CsGSTs were analyzed using MEME and GSDS 2.0 online tools, respectively. Transcriptome and RT-qPCR analysis revealed that most CsGST members responded to cold stress. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses for differentially expressed CsGSTs under cold stress revealed that these genes responded to cold stress probably through “glutathione metabolism.” Finally, we screened seven candidates that may be involved in cold stress using Venn analysis, and their promoters were analyzed using PlantCARE and New PLACE tools to predict the factors regulating these genes. Antioxidant enzyme activities were increased under cold stress conditions, which conferred tolerance against cold stress. Our study illustrates the characteristics and functions of CsGST genes, especially in responding to cold stress in cucumber.

## Introduction

Glutathione S-transferases (GSTs; EC 2.5.1.18) are phase II metabolic isozymes ubiquitous in fungi, animals, and plants (Dixon et al., 2002). The first description of GSTs in plants dates back to 1970, where a study demonstrated that GSTs isolated from maize were involved in herbicide metabolism through catalyzing the conjugation of synthetic compounds with glutathione [GSH; γ-Glu–Cys–Gly; (Frear and Swanson, 1970)].

Plant GST proteins are globular dimers, usually containing two distinct N- and C-terminal domains. The N-terminal domain consists of a structural element of β-strands and α-helices arranged in a thioredoxin-like fold, in which a GSH binding site (G-site) with high substrate specificity exists. The C-terminal domain consists entirely of α-helices, in which an electrophile substrate binding site (H-site) with hydrophobic characteristics and broad substrate specificities exists. This site accepts various substrates and ligands (Dixon et al., 2002; Dixon and Edwards, 2010). According to previous studies on several plant GSTs, GSTs can be divided into 14 classes, including phi, zeta, tau, theta, lambda, Ure2p, EF1Bγ, hemerythrin, iota, glutathionyl-hydroquinone reductases (GHRs), dehydroascorbate reductase (DHAR), tetrachlorohydroquinone dehalogenase (TCHQD), metaxin, and microsomal prostaglandin E synthase type 2 (mPGES-2) (Lallement et al., 2014; Nianiou-Obeidat et al., 2017; Wei et al., 2019; Hasan et al., 2021). Among these classes, tau, phi, DHAR, and lambda are plant-special GSTs. The tau and phi classes are the most abundant, probably due to their rapid evolution in plants. For example, the *A. thaliana* GST gene family includes 57 members divided into nine classes, among which the number of phi and tau members is 13 and 28, respectively (Dixon et al., 2009).

Plant GSTs are versatile enzymes involved in various biological processes such as xenobiotic detoxification, secondary metabolism, and biotic and abiotic stresses (Estévez and Hernández, 2020). For example, *TcGSTd2* and *TcGSTd3* respond to phoxim and lambda-cyhalothrin, suggesting that they play a crucial role in detoxification (Song et al., 2020). Recently, plant GSTs associated with anthocyanin accumulation have received wide attention. IbGSTF4 in sweet potato (Kou et al., 2019), MdGSTU12 in apple (Zhao et al., 2021), PcGST57 in pear (Li B.et al., 2022), PpGST1 in peach (Zhao et al., 2020), and GhGSTF12 in cotton (Shao et al., 2021) could modulate anthocyanin transport and accumulation. Furthermore, *PbrGSTs* are involved in the development of superficial scald by regulating redox balance in Chinese white pear (Wang et al., 2018). Considering biotic and abiotic stresses, the GST gene, *LrGSTU5*, has been transferred and expressed into tobacco (*Nicotiana tabacum*) during biotic stress, resulting in transgenic tobacco exhibiting enhanced resistance to *F. oxysporum* by significantly increasing antioxidant enzyme activity and decreasing superoxide anion (O_2_^−^) production (Han et al., 2016). Overexpression of *PtGSTF4* in *A. thaliana* enhances the ability to tolerate drought and NaCl stresses in transgenic *A. thaliana* lines (Yang et al., 2019). The GST gene, *JrGSTTau1*, has been regarded as a candidate for improving the chilling tolerance of plants by increasing enzyme activity, scavenging reactive oxygen species (ROS), and inducing stress-related genes (Yang et al., 2016). In addition, plant GSTs play a vital role in alleviating heavy metal toxicity, including that of Cu, Cd, Cr, and Pb (Li et al., 2018; Gao et al., 2020).

Cucumber (*Cucumis sativus* L.) is an economically important crop that is widely cultivated in tropical regions. It is chilling-sensitive and exhibits chilling injury symptoms when subjected to cold stress. Cold stress is an environmental stress that limits plant growth and development, and causes much damage at biochemical, physiological, metabolic, and molecular levels in plants (Sudesh, 2010). When plants are subjected to cold stress, the accumulation of ROS is considerably accelerated, resulting in the oxidative destruction of plant cells (Asada, 2006). However, plants can eliminate ROS to protect themselves from damage *via* non-enzyme and enzyme antioxidant defense systems (Montezano and Touyz, 2014). The non-enzyme defense system comprises ascorbate (AsA), carotenoids, tocopherols, glutathione (GSH), proline, and soluble sugars, among others (Theocharis et al., 2012; Fedotova and Dmitrieva, 2016; Surówka et al., 2020). Meanwhile, the enzyme defense system includes superoxide dismutase (SOD), catalase (CAT), ascorbate peroxidase (APX), glutathione reductase (GR), and GSTs (Gill et al., 2013; Adhikari et al., 2022). As antioxidative enzymes, GSTs play a significant role in detoxifying ROS produced within cells (Gill et al., 2013).

In this study, a genome-wide analysis of GST genes in cucumber was conducted, and 46 members were identified. Each member was analyzed further to identify their chromosomal location, phylogenetic and syntenic relationships, conserved motifs, and gene structure. Furthermore, the expression pattern of CsGST members and the functional annotation of differentially expressed CsGSTs were analyzed under cold stress conditions. Seven candidates CsGST genes involved in cold stress were screened, and their promoters were analyzed through bioinformatics approaches. Additionally, the activity of antioxidant enzymes (such as SOD, CAT, and GR) was measured under cold stress conditions. Our findings will provide novel insights into the molecular, evolutionary, and functional characteristics of CsGST genes.

## Materials and methods

### Plant materials and growth conditions

The North China-type cucumber inbred line “JinYan No. 4” was used in this study. Cucumber seedlings were cultivated in a phytotron at 28/18°C and 16 h/8 h day and night. Daylight intensity and air humidity were maintained at 10,000 Lux and 70%, respectively. When cucumber seedlings had three true leaves, they were subjected to cold stress at 15/6°C and 12 h/12 h day and night for 24 h. The cucumber leaves were sampled after treatment at 0, 3, 12, and 24 h, frozen immediately in liquid nitrogen, and stored at −80°C until further analysis.

### Identification and characterization of glutathione S-transferases genes in cucumber

Fifty-seven full-length *A. thaliana* GST protein sequences were obtained from the TAIR database (https://www.arabidopsis.org/). To identify the CsGST genes, a BLASTP search was performed in the Cucurbit Genomics Database (http://cucurbitgenomics.org/organism/2) against *A. thaliana* GST protein sequences with a cutoff *E*-value ≤ 10^−10^. Meanwhile, we used “glutathione S-transferase” as the keyword to search for related proteins in the cucumber genome (Chinese Long V3). Thereafter, we manually integrated the putative GST proteins obtained by the two methods and removed redundant proteins. The putative cucumber GST protein sequences were downloaded and submitted to the SMART and PFAM databases (http://smart.embl.de/smart/set_mode.cgi) to identify the typical protein sequence domain. Furthermore, basic protein properties [amino acid number, theoretical isoelectric point (pI), and molecular weight] were determined using the ExPAsy (https://www.expasy.org/) online tool. The subcellular location was predicted using Plant-mPLoc (http://www.csbio.sjtu.edu.cn/bioinf/plant/) and the Uniprot database (https://www.uniprot.org/), and the molecular functions of CsGST proteins were identified using the Uniprot database.

### Nomenclature and structure analysis of CsGST genes

The methodology for naming cucumber GSTs was identical to that previously proposed by Dixon et al. (2002). Specific letters with successive numbers represent members of a unique subfamily. For example, CsGSTU, CsGSTL, CsGSTF, CsGSTZ, CsGSTT, CsDHAR, CsTCHQD, CsEF1G correspond to tau, lambda, phi, zeta, theta, DHAR, TCHQD, and EF1G classes, respectively. The numbers signify the different members of the subfamily. The gene structures of the CsGST genes, showing the number and specific location of exons and introns, were visualized on the Gene Structure Display Server (GSDS; http://gsds.cbi.pku.edu.cn/).

### Chromosomal location and syntenic region analysis

The specific location of the CsGST genes on chromosomes was queried from the cucumber genome database (Chinese Long V3) and plotted using Mapchart 2.3 software (Voorrips, 2002). After downloading the cucumber and *A. thaliana* genomes, the GST genes in the cucumber genome were aligned against the *A. thaliana* genome using BLAST. The final results were extracted using MCScanX (Wang et al., 2012) to obtain the syntenic regions between cucumber and *A. thaliana*, and the extracted data were visualized using Circos software (Krzywinski et al., 2009).

### Phylogenetic tree construction and conserved motif analysis

The GST protein sequences of *A. thaliana*, rice, pumpkin, and cucumber were prepared for phylogenetic analysis. Subsequently, multiple sequences were aligned using Clustal W, and phylogenetic trees were constructed using MEGAX software (Kumar et al., 2018), employing the neighbor-joining method with 1,000 bootstrap replicates (Felsenstein, 1985; Saitou and Nei, 1987). The conserved motifs were determined using the MEME online tool with the following parameters: number of motifs = 15; remaining parameters = default (Bailey and Gribskov, 1998).

### RNA-seq analysis

The cold-treated cucumber leaves were used for constructing complementary DNA (cDNA) libraries for RNA-seq with three biological replicates (GEO accession No. GSE210703). The RNA concentration and purity were quantified using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States), and RNA integrity was assessed using a Bioanalyzer 2100 Instrument (Agilent Technologies, Santa Clara, CA, United States) with a RIN number > 7.0, and confirmed by electrophoresis on a denaturing agarose gel. The quantified RNA was used to construct the cDNA library and sequenced on an Illumina Novaseq™ 6000 platform (Illumina, San Diego, CA, United States) at LC-Bio Technologies Co., Ltd., (Hangzhou, China). Clean data were obtained after removing low-quality and ambiguous bases and mapped to the cucumber (Chinese Long) genome V3 database (http://cucurbitgenomics.org/organism/20) using HISAT2 v2.0.4 software. Gene expression level was represented as FPKM, and differentially expressed genes were selected based on the thresholds of |log2FC| > 1 and *p*-value < 0.05.

### Real-time quantitative PCR analysis

The cDNA was used as the template for conducting Real-time quantitative PCR (RT-qPCR) using a Roche LightCycler 96 Instrument (Roche Sequencing, Pleasanton, CA, United States). The reaction mixture (20 μl) comprised 2 µl cDNA, 1 µl of each primer, 10 µl SYBR Green SuperMix (Takara Bio Inc., Shiga, Japan), and 6 µl ddH_2_O. Primers for the related genes were designed using the NCBI online tool Primer-Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) and are listed in Supplementary Table S1. The RT-qPCR program was set as follows: denaturation at 95°C for 10 min, followed by 40 cycles of 95°C for 30 s, 60°C for 30 s, and 72°C for 30 s. Finally, the relative expression of target genes was calculated using the 2^−ΔΔCt^ method.

### Analysis of regulatory elements in CsGST gene promoters

The promoter region (1,500 bp upstream of ATG) of candidates was downloaded from the cucumber genome (Chinese Long V3) and analyzed using the PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) and New PLACE (https://www.dna.affrc.go.jp/PLACE/?action=newplace) online tools to analyze the *cis*-acting elements in CsGST gene promoters.

### Determination of antioxidant enzyme activity

Cucumber leaves (0.2 g) were ground with a 1.5-ml chilled extraction solution containing 50 mg polyvinylpyrrolidone and 1 mM EDTA (pH 7.5), after which the mixture was centrifuged at 8,000 rpm for 20 min at 4°C, and the supernatant was collected for the determination of enzyme activity. Superoxide dismutase (EC 1.15.1.1) activity was determined according to the method of Dhindsa et al. (1981); one unit of activity was defined as the amount of enzyme needed to inhibit 50% of NBT photoreduction at 560 nm. Catalase (EC 1.11.1.6) activity was determined according to Li et al. (2021); one unit of activity was defined as the amount of enzyme required to reduce absorbance by 0.01 at 240 nm. Glutathione reductase (EC 1.6.4.2) and APX (EC 1.11.1.11) activities were analyzed according to the method of Noctor et al. (2016). Glutathione reductase activity was determined by monitoring the decrease in NADPH at 340 nm for 3 min, whereas APX activity was assayed by monitoring the decrease in ascorbate at 340 nm for 3 min.

### Statistical analysis

The data were statistically analyzed using SPSS software (v. 23; SPSS Inc., Chicago, IL, United States). Analysis of variance and Duncan’s multiple comparisons were performed to determine differences between groups. Statistical significance was considered at *p* < 0.05. Data are presented as the mean ± standard error of the mean (*n* = 3). Figures were constructed using Origin software (version 2021; OriginLab, Northampton, MA, United States).

## Results

### Identification and analysis of CsGST genes

We identified 46 cucumber GST protein sequences with a typical GST domain. However, certain members contained specific domains. For example, CsMGST1 only contained a MAPEG domain (pfam01124), similar to MGST in *A. thaliana*, with which it shared 53.61% homology. Additionally, the multiple sequences of other species were aligned, and the results indicated that the MAPEG domain was highly conserved in different species (Supplementary Figure S1). CsEF1G 1 and 2 contained an EF1G domain (elongation factor 1 gamma; pfam00647) in addition to a GST-N or GST-C domain; therefore, they were classified as EF1G class, as proposed in a previous study (Jiang et al., 2010). Notably, CsGST2N1 and CsGST2N2 lacked a GST-C domain and contained two repeated GST-N domains. The basic properties and characteristics of CsGST proteins are listed in Supplementary Table S2. The data indicated that the amino acid sequences of CsGSTs vary from 145 to 476 in length, 5.05 to 9.66 in pI, and 16.49–46.34 kDa in molecular weight.

### Gene structure analysis of CsGST genes

GSDS was applied to analyze the gene structure of CsGST genes (Figure 1). The results revealed that members of the same class possess a highly conserved gene structure, whereas those of different classes exhibited diversity in exon number and position. Among the 46 CsGST members, the maximum and minimum exon numbers were observed in CsGST2N (12 exons) and CsGSTU10 (only 1 exon), respectively. In addition, exon length varied between different classes. All tau class members except CsGSTU10 showed a single intron/two exon organization, with the location of the first exon highly conserved in the N-terminal region, and all phi-class members exhibited a two intron/three exon structure. EF1G- and DHAR-class members had six exons, zeta- and lambda-class members had 8–10 exons, and CsTCHQD1 and CsMGST1 contained 2 and 4 exons, respectively.

**FIGURE 1:**
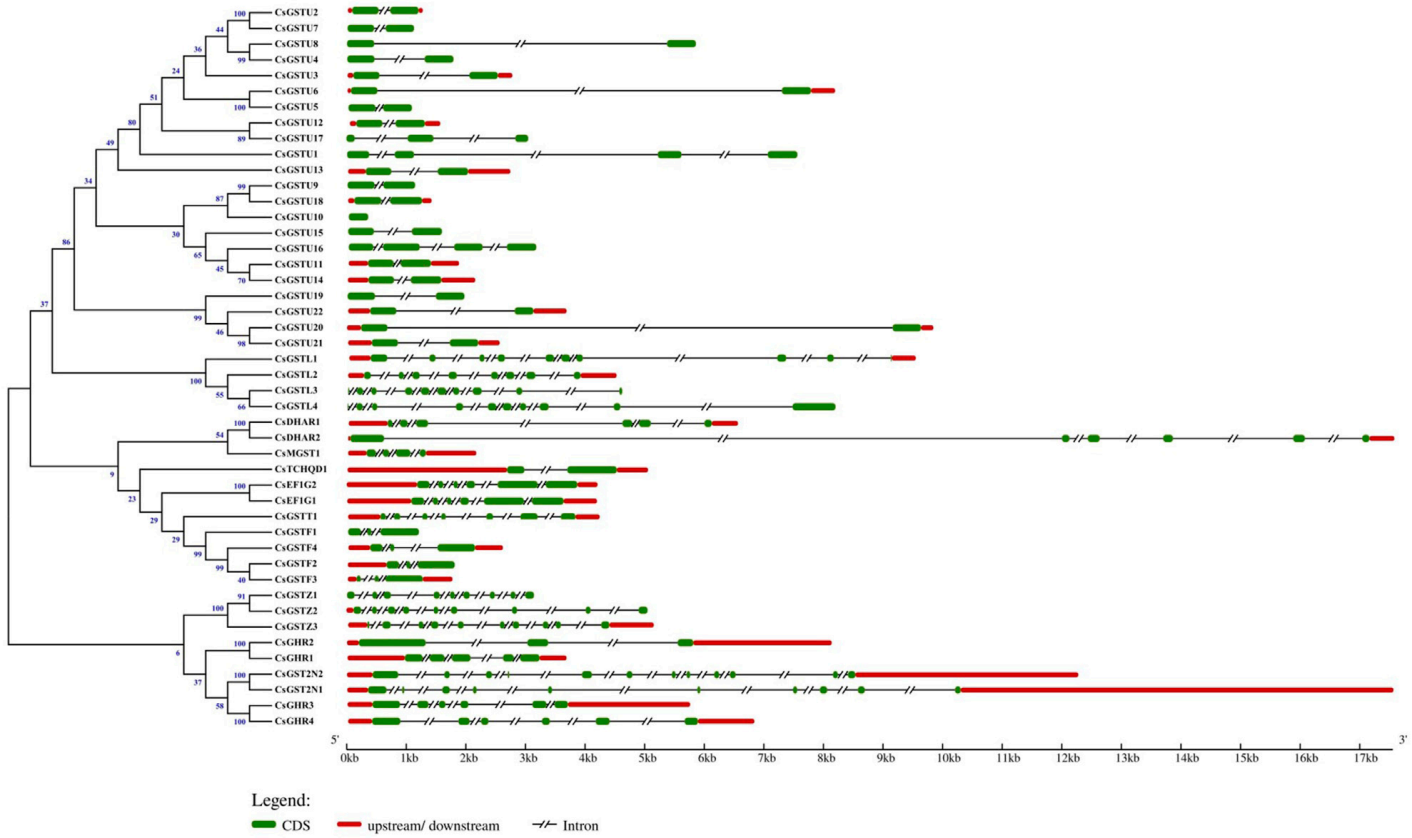
Relationship of the GST family genes in cucumber and their structure. Phylogenetic tree of the 46 identified GST genes and their structures. Exons, introns, and their upstream/downstream regions are represented by green boxes, black lines, and red boxes, respectively. The scale on the bottom shows the relative lengths of transcripts, exons, and introns in kilobase pairs (Kb).

### Chromosomal location and syntenic region analysis of CsGST genes

The specific localization of the 46 CsGST genes on chromosomes was obtained using Mapchart software (Supplementary Figure S2). The results showed that the distribution of the 46 CsGST genes on the 7 chromosomes was non-random and uneven. Both chromosomes 4 and 3 contained the largest number of CsGST genes (14 of 46; 31%), whereas chromosome 6 was devoid of CsGST genes. Chromosome 1 encoded 6 CsGST members (6 of 46, 13%), chromosomes 2 and 5 contained 5 and 4 CsGST members, respectively, and chromosome 7 contained 3 CsGST genes. CsGST genes in the same class clustered together, forming seven clusters on different chromosomes. Among them, tau-class clusters were positioned on chromosomes 3 and 4, on which members were arranged tandemly. 

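In the Chinese Long V3 coordinates of Supplementary Table S2, chromosomes 3 and 4 each carried 14 of the 46 CsGST genes (30.4% each), and chromosomes 1, 2, 5 and 7 carried 6, 5, 4 and 3. When genes of a class lying no more than 100000 bp apart were taken as a cluster, a distance chosen after the data were seen, 9 tau genes clustered on chromosome 4 from 15091032 to 15165465 (CsGSTU3, CsGSTU17, CsGSTU4, CsGSTU8, CsGSTU5, CsGSTU7, CsGSTU12, CsGSTU2 and CsGSTU6). CsGSTU22, CsGSTU21 and CsGSTU20 formed another tau cluster of 3 genes on chromosome 4 from 5302051 to 5337037. On chromosome 3, CsGSTU15, CsGSTU14, CsGSTU11 and CsGSTU16 lay from 8974326 to 8989787. On chromosome 1, CsGSTU18, CsGSTU9 and CsGSTU10 lay from 3546059 to 3552872. The paper's text names tau clusters on chromosomes 3 and 4 but not the one on chromosome 1 that this distance gave. Outside the tau class, 3 phi genes lay on chromosome 7 from 18386564 to 18393617, 3 lambda genes on chromosome 3 from 29660892 to 29680745, 2 EF1G genes on chromosome 3 from 5678932 to 5685853, and 2 zeta genes on chromosome 2 from 15494439 to 15515957. Neighbouring genes of a tandem cluster can share reads where their sequences are alike, and how reads mapping to more than 1 gene were assigned is not given in the sources used here.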

EF1G and lambda cluster members were arranged tandemly on chromosome 3, and the zeta and phi CsGST clusters were on chromosomes 2 and 7, respectively.

Syntenic regions were plotted to show the homology of GST proteins between cucumber and *A. thaliana* (Figure 2). Within the cucumber genome, chromosome 3 had the most syntenic regions (35%), followed by chromosome 4 (32%), whereas chromosome 6 had no syntenic regions. Syntenic regions on chromosomes 3 and 4 of cucumber were homologous with those on chromosomes 1 and 2 and 2 and 3 of *A. thaliana*, respectively.

**FIGURE 2:**
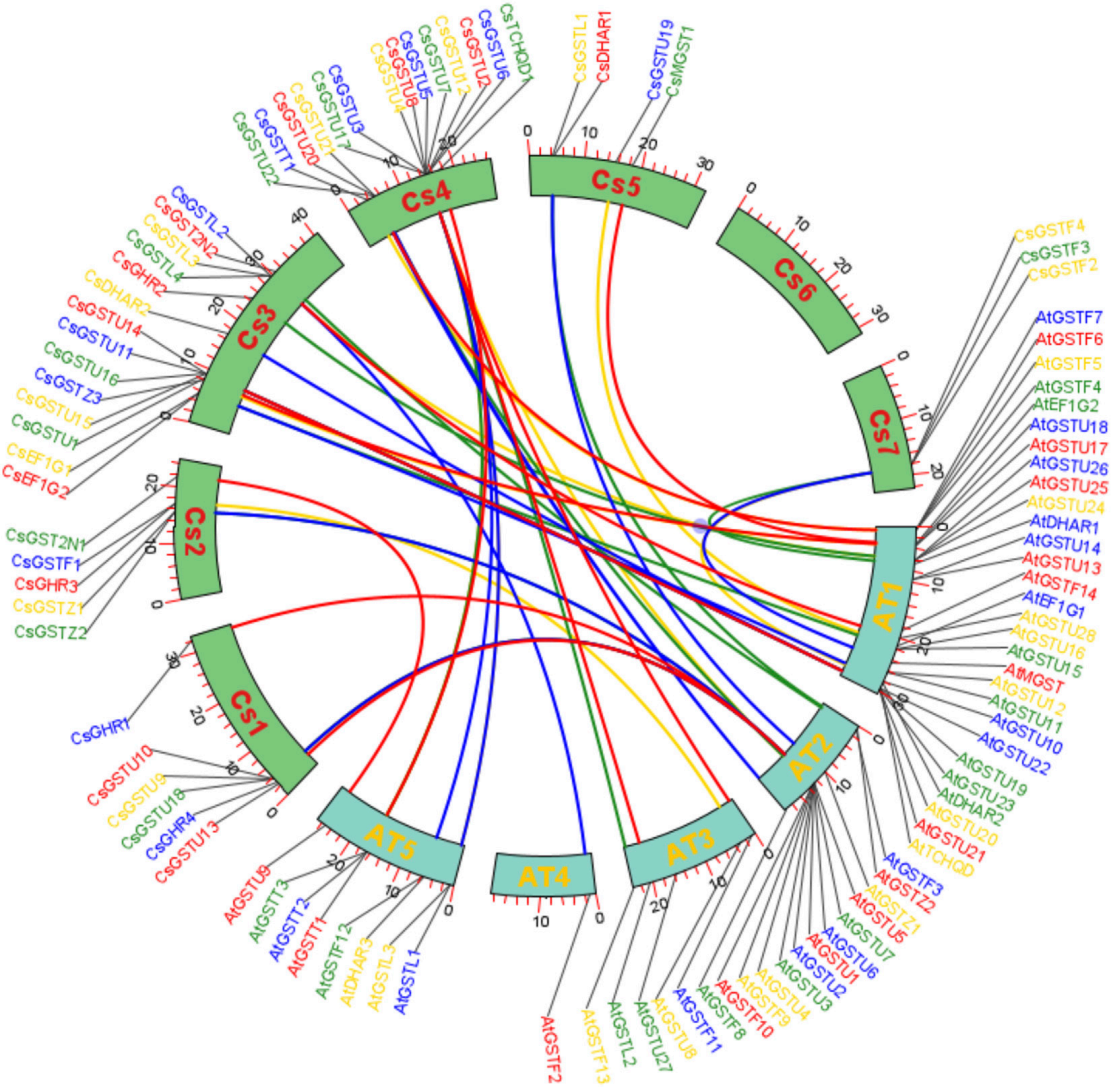
Syntenic region analysis of GST genes between cucumber and *A. thaliana*. Collinear correlations of GST gene homologs in the syntenic region in cucumber and *A. thaliana*. The different lines represent homologous proteins between cucumber and *A. thaliana.*

### Phylogenetic analysis and conserved motifs of CsGST members

The phylogenetic tree was constructed utilizing 220 full-length protein sequences from cucumber, rice, pumpkin, and *A. thaliana*. The results showed that same classes in different species clustered together. The 46 CsGSTs in cucumber could be divided into 11 GST classes: tau, phi, lambda, zeta, theta, EF1G, DHAR, MGST, TCHQD, GHR, and GST2N (Figure 3). Among the 46 CsGSTs, tau was the largest class with 22 CsGST members, followed by phi, GHR, and lambda classes with four members each, then zeta class with three members, DHAR, GST2N, and EF1G classes with two members each, and finally theta, MGST, and TCHQD classes with only one member each.

**FIGURE 3:**
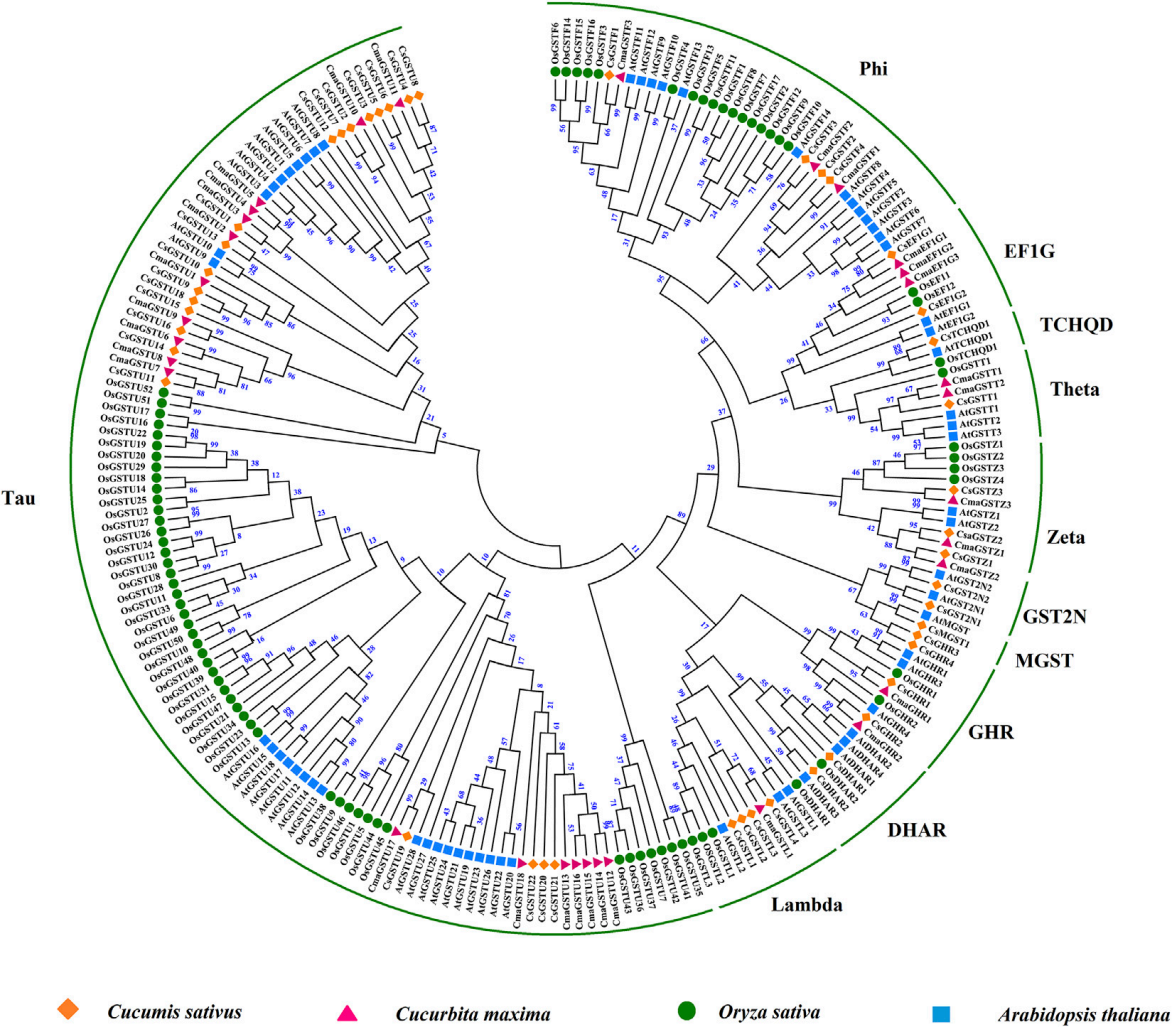
Phylogenetic analysis of GST proteins from different species. Phylogeny of the GST proteins from cucumber rice, pumpkin, and *A. thaliana*. The number on each node represents bootstrap values. The GST proteins of cucumber are divided into 11 subfamilies.

The MEME Suite was used to analyze the conserved motifs of CsGST proteins, and 15 conserved motifs were identified (Supplementary Figures S3A,B). The longest conserved motif contained 50 amino acids and the shortest comprised 15 amino acids. Motifs in the same class members resembled each other in position and number, indicating that they may possess similar functions. For instance, EF1G class members contained motifs 1, 4, 5, 10, 12, and 15, and all lambda class members contained motifs 1, 2, 5, 8, and 11. Most CsGSTs contained motifs 1, 2, and 4, indicating that these motifs were highly conserved in CsGST genes. The tau class exhibited the largest change in motif number, varying from 3 to 17 motifs. Most tau members contained nine motifs, motifs 1–7, 9, and 10; among these, motifs 5 and 9 were unique to the tau class. Most phi members contained motifs 1, 2, 5, 13, and 14, of which motifs 13 and 14 were specifically observed in the phi class. Motifs 8 and 11 were only present in the lambda class. All CsGHR members contained motifs 2, 5, 9, and 12, with motif 12 unique to the CsGHR class. There was only a one-motif difference between CsDHAR1 and CsDHAR2; CsDHAR1 comprised motifs 1, 2, 4, 5, and 8, whereas CsDHAR2 comprised motifs 1, 2, 4, 5, and 14. CsTCHQD1 contained four motifs, namely motifs 1, 2, 5, and 14. Both CsGST2N1 and CsGST2N2 comprised three motifs; CsGST2N1 contained two motif 2s and one motif 14, whereas CsGST2N2 contained two motif 2s and one motif 1. Taken together, the existence of unique motifs in different classes may be the reason for the diverse functions of GST proteins.

### CsGST gene expression pattern analysis under cold stress

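RNA-seq was performed on leaves of seedlings of the cucumber inbred line JinYan No. 4 at 0, 3, 12 and 24 h of cold treatment, with 3 libraries at each time and 12 libraries in total. Seedlings were moved from days of 16 h at 28 °C and nights of 8 h at 18 °C to a colder regime with shorter days. The cold regime had days of 12 h at 15 °C and nights of 12 h at 6 °C. The temperature at sampling may therefore also differ between the times of cold treatment. Leaves were frozen in liquid nitrogen. The 0 h leaves were the only control, so that each later time also differed from 0 h in seedling age and light period, and 3 h and 12 h also in the time of day. The authors removed low-quality bases, mapped the reads to the Chinese Long V3 genome with HISAT2, and gave gene expression as FPKM (mapped fragments scaled by transcript length and by the total of mapped fragments); cutadapt 1.9 and FastQC are named in the submitters' processing notes. The program that computed FPKM and the test behind the authors' p-values are not given in the sources used here. The deposited FPKM cover 24317 genes, of which 3116 were above 0 in no library. FPKM summed to 561513 to 586297 per library, and 18678 to 19551 genes were above 0 in a library. Read numbers are not given in the sources used here, but the ratios of values under 0.1 FPKM between libraries pile up at single values, which place the depth of the 12 libraries, relative to 0 h replicate 1, between 0.912 (12 h replicate 2) and 1.28 (24 h replicate 3). This depth estimate was chosen after the data were seen, and the deepest library had 1.40 times the depth of the shallowest.

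For the 17497 genes with at least 0.5 FPKM in at least 3 libraries, log2(FPKM + 0.5) was fitted with limma, all 12 libraries in 1 model, and each time was compared with 0 h. Fold changes are on this log2 scale, which understates the change of genes with low FPKM. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. At 3 h, 1731 genes were higher and 943 lower than at 0 h. At 12 h, 1684 were higher and 2912 lower. At 24 h, 2315 were higher and 3159 lower. The median log2 fold change of all tested genes was 0.03, -0.23 and -0.17 at 3, 12 and 24 h. Rescaling each library by its median ratio over genes brought these medians to -0.01, -0.01 and 0.0030 and the calls to 1593 higher and 1014 lower, 2296 and 1986, and 2788 and 2434. With quantile normalization the calls were 1470 higher and 1246 lower, 2144 and 2113, and 2559 and 2703, so that the larger number of lower than higher genes depended on the scaling at 12 h, and at 24 h on median-ratio rescaling. Across genes, log2 values of replicates correlated at 0.983 to 0.990 and those of libraries of different times at 0.824 to 0.946. The first 2 principal components held 51.4% and 24.5% of the variance, and 24 h replicate 2 lay at 12.1 on the second component against 31.4 and 35.6 for the other 24 h libraries. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1, so that the tests rest on the spread that limma shares over groups and genes.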

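Of the 46 CsGST genes, 39 were above 0 FPKM in all 12 libraries. CsGSTU10, CsGSTU15, CsGSTU17 and CsGSTL3 were above 0 in 7, 8, 2 and 11 libraries, whereas CsGSTU19, CsGSTF3 and CsGSTL2 were listed at 0 in every library. Before the cold treatment the most abundant members were CsEF1G1, a subunit of translation elongation factor 1, at 287 ± 23.5 FPKM (SD, n = 3) and CsGSTU20 (CsaV3_4G007720) at 263 ± 5.60. At 24 h CsGSTU20 was the most abundant, at 620 ± 63.2, and CsEF1G1 stood at 310 ± 11.4. The genes CsGSTU15, CsGSTU17 and CsGSTL3 were too low to be tested, which left 40 tested CsGSTs. The detected genes were grouped by hierarchical clustering of their mean FPKM at the 4 times, z-scored for each gene (Euclidean distance, average linkage), into 3 clusters.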

According to transcriptome data, 43 CsGST genes (FPKM > 0) were detected in cucumber leaves under cold stress, and their expression patterns were divided into three distinct clades (Figure 4A). The first clade containing 12 members showed drastic downregulation as cold-treatment time progressed. 

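The falling cluster held 12 CsGSTs: CsGSTU13 and CsGSTU21 of the tau class, CsGSTF1, CsGSTL1, CsGSTT1, CsGSTZ1, CsGSTZ3, CsDHAR2, CsMGST1, CsTCHQD1, CsGST2N1 and CsGST2N2. Their mean z-score was 1.12 at 0 h, -0.02 at 3 h, -0.74 at 12 h and -0.36 at 24 h. CsGSTU21 (CsaV3_4G007700, chromosome 4 from 5309846 to 5311663) fell from 50.5 ± 2.26 FPKM (SD, n = 3) at 0 h to 7.82 ± 3.26 at 12 h, a log2 fold change of -2.68 (SE 0.31, adjusted p = 1.45e-05, limma). It then rose by 1.86 on the log2 scale between 12 and 24 h (adjusted p = 0.000484), where its log2 fold change against 0 h was -0.83, or -1.03 without 24 h replicate 1 and -1.04 without 24 h replicate 3, both past the threshold. CsGSTZ1 (CsaV3_2G019530), of the zeta class known for maleylacetoacetate isomerase activity in tyrosine breakdown, fell from 85.2 ± 2.89 to 42.1 ± 5.47 FPKM at 3 h (log2 fold change -1.02, SE 0.13, adjusted p = 4.21e-05, limma). CsGSTZ1 at 3 h had -0.91 without 3 h replicate 1, within the fold threshold. CsGSTF1 (CsaV3_2G024500) fell from 49.8 ± 0.494 to 22.4 ± 3.00 FPKM at 12 h (log2 fold change -1.14, SE 0.10, adjusted p = 7.05e-07, limma), but CsGSTF1 at 12 h had -0.89 after median-ratio rescaling and -0.96 after quantile normalization, within the fold threshold.

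CsGSTZ3 (CsaV3_3G009690) was lower at 12 and 24 h, with log2 fold changes of -1.16 and -1.12. These became -0.97 and -0.97 after median-ratio rescaling, the former -0.96 after quantile normalization, and the latter -0.99 without 24 h replicate 2. With a pseudocount of 1, CsGSTZ3 at 12 h had -0.92 and CsGSTZ3 at 24 h -0.89, within the fold threshold. CsGSTU13 at 12 h had -0.96, and -1.07 without 0 h replicate 3 or -1.18 without 12 h replicate 1, which pass the threshold. CsDHAR2, a dehydroascorbate reductase, and CsMGST1 each had -0.87 at 24 h, within the fold threshold. In all, 1 of the 12 genes was lower at 3 h, 3 at 12 h and 2 at 24 h, and none was higher, by limma at an unadjusted p under 0.05 and a log2 fold change below -1 or above 1.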

The second clade containing 21 members exhibited upregulation, and the third clade containing 10 members showed an initial sharp upregulation followed by downregulation. 

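The rising cluster held 26 CsGSTs, 19 of them of the tau class, with CsGSTF4, CsGSTL4, CsEF1G2 and the 4 GHR genes. Its mean z-score was -0.81, -0.39, 0.52 and 0.68 at 0, 3, 12 and 24 h. Of its 24 tested members, 9 were higher and 1 lower at 3 h, 13 were higher at 12 h and 14 at 24 h, with none lower at either later time. CsGSTU2 (CsaV3_4G025760) rose from 1.9 ± 0.74 FPKM (SD, n = 3) at 0 h to 57.9 ± 24.4 at 12 h (log2 fold change 4.54, SE 0.60, adjusted p = 5.27e-05, limma) and stood at 44.7 ± 9.06 at 24 h. CsGSTU14 (CsaV3_3G011450) rose from 0.780 ± 0.0826 to 8.67 ± 2.41 FPKM at 12 h (log2 fold change 2.81, SE 0.26, adjusted p = 1.26e-06, limma). CsGSTU4 (CsaV3_4G025650) was the member that fell at 3 h, from 12.3 ± 1.08 to 4.77 ± 0.542 FPKM (log2 fold change -1.28, SE 0.13, adjusted p = 3.85e-06, limma). CsGSTU7 (CsaV3_4G025690) had a log2 fold change of 1.08 at 12 h, which was 0.75 without 0 h replicate 3 (adjusted p = 0.125) and 0.81 without 12 h replicate 3 (adjusted p = 0.122). CsGSTF4 was at -0.94 at 24 h and passed the threshold as lower without 24 h replicate 2 (-1.05).

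The cluster highest at 3 h held CsDHAR1, CsEF1G1, CsGSTF2, CsGSTL3 and CsGSTZ2, with a mean z-score of -0.67, 1.05, -0.93 and 0.55. Of its 4 tested members, CsGSTF2 (CsaV3_7G029060, chromosome 7 from 18391662 to 18393617) was higher at 3 h, with a log2 fold change of 2.69 (SE 0.19, adjusted p = 3.07e-07, limma). It fell by 1.91 from 3 to 12 h (adjusted p = 3.55e-06) and rose by 1.42 from 12 to 24 h (adjusted p = 7.34e-05). CsDHAR1, a dehydroascorbate reductase, went from 78.0 to 138 FPKM at 3 h, a log2 fold change of 0.82 that lies within the fold threshold. Cluster sizes depended on the clustering: complete linkage gave 21 rising genes and 10 highest at 3 h, Ward linkage gave clusters of 12, 11 and 20 genes, and z-scores of log2 values gave 11, 2 and 30, the latter pair of settings with no cluster highest at 3 h.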

To validate the transcriptome data, we randomly selected nine CsGST genes for expression pattern analysis using RT-qPCR (Figure 4B). The results showed that the correlation coefficients between RT-qPCR and transcriptome data varied from 0.54 to 0.95, demonstrating transcriptome data credibility.

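RT-qPCR values were not analysed here, so that only the RNA-seq side of the 9 genes of Figure 4B is given, as mean FPKM ± SD (n = 3 libraries at each time). The tau genes CsGSTU5, CsGSTU6 and CsGSTU12, from the same tandem cluster, were under 1 FPKM at 0 h (0.638 ± 0.303, 0.940 ± 0.373 and 0.336 ± 0.0915). At 12 h they reached 78.0 ± 32.3, 94.4 ± 37.8 and 75.7 ± 24.9 FPKM. At 24 h they stood at 64.8 ± 1.64, 109 ± 14.2 and 88.9 ± 17.9. CsGSTU9 went from 7.85 ± 1.53 at 0 h to 38.0 ± 6.98 at 3 h, 133 ± 40.9 at 12 h and 248 ± 50.5 at 24 h. CsGSTU18 went from 2.98 ± 0.493 at 0 h to 8.37 ± 3.73, 9.10 ± 2.32 and 31.2 ± 8.62. CsGSTU11 (CsaV3_3G011460, chromosome 3 from 8982297 to 8983619) stood at 22.1 ± 2.02 at 0 h and 33.0 ± 18.4 at 3 h, a difference that did not pass the test (adjusted p = 0.274, limma), and rose to 283 ± 77.5 at 12 h (log2 fold change 3.62, SE 0.32, adjusted p = 1.69e-06, limma). CsGSTF2 was at 6.27 ± 0.786, 43.4 ± 5.80, 11.5 ± 3.22 and 30.8 ± 5.45 FPKM at the 4 times. CsGHR3 (CsaV3_2G024290, chromosome 2 from 16847868 to 16851977) went from 5.67 ± 0.718 to 12.3 ± 0.115, 11.4 ± 0.826 and 13.1 ± 1.57 FPKM. CsGHR4 (CsaV3_1G004390, chromosome 1 from 2758440 to 2763313) rose from 8.30 ± 1.44 to 22.4 ± 0.415 at 3 h and 29.7 ± 2.11 at 12 h, and fell by 1.07 on the log2 scale from 12 to 24 h (adjusted p = 4.33e-06, limma), to 13.9 ± 0.444 FPKM. Replicates of some tau genes were widely spread. CsGSTU5 had 103, 41.5 and 89.9 FPKM in the 12 h libraries, and CsGSTU6 had 1.24, 7.95 and 2.60 FPKM in the 3 h libraries, in each case with replicate 2 apart from the others.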

**FIGURE 4:**
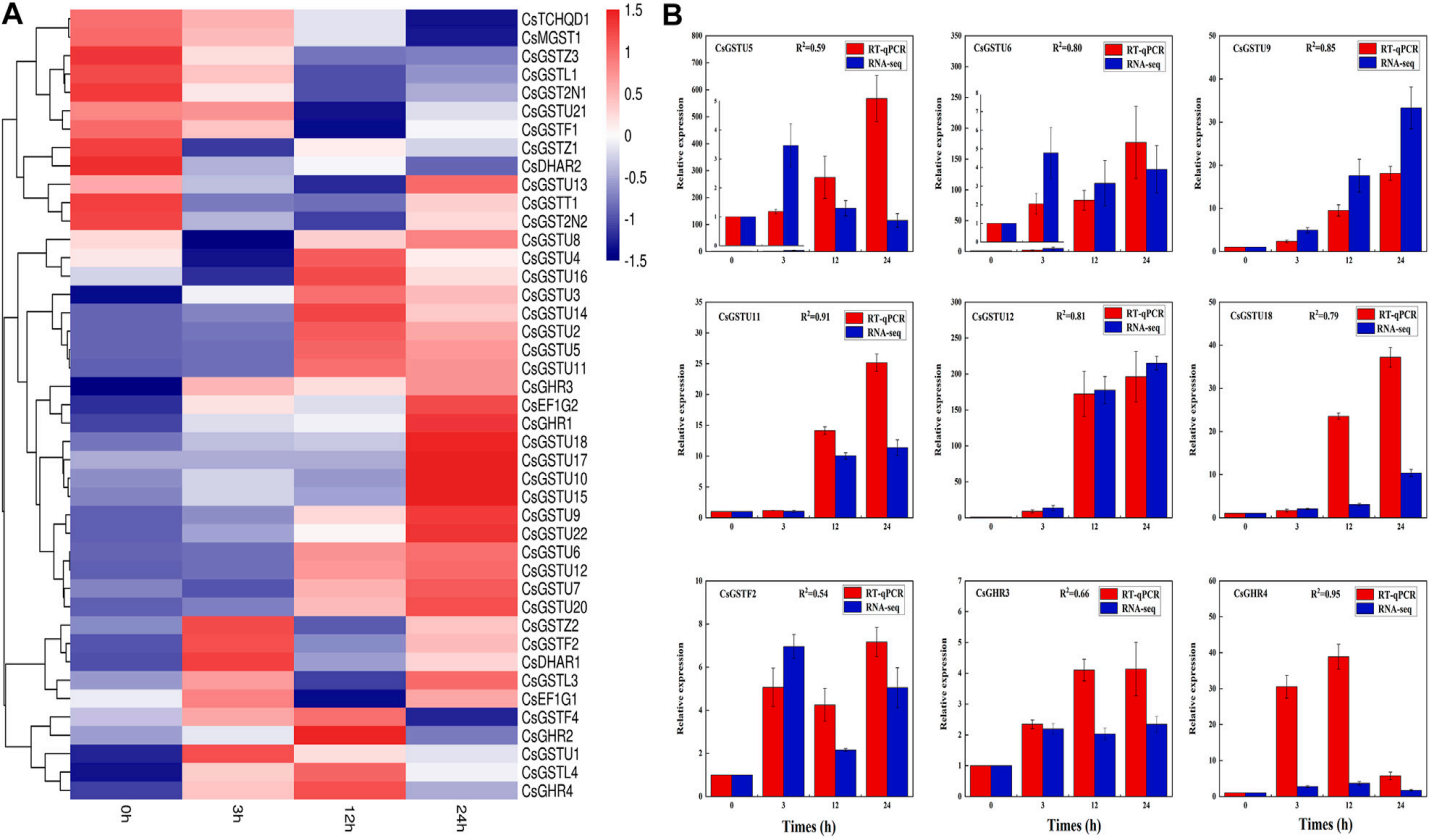
CsGST gene expression pattern and transcriptome validation in cucumber under cold stress. **(A)** CsGST genes that responded to cold stress were identified from RNA-seq data; 0 h was considered the control. Red and blue represent upregulated and downregulated genes, respectively. **(B)** Validation of transcriptome data and expression of cucumber leaf CsGSTs under cold stress. Expression analysis was performed using RT-qPCR. The expression of CsGSTs at 0 h was considered the control used for normalization. The values were analyzed from three biological replicates and represent means ± SE. R^2^ represents the correlation coefficient between RNA-seq and RT-qPCR.

### Functional annotation of CsGST genes under cold stress

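At 3 h, 10 of the 40 tested CsGSTs were higher than at 0 h and 2 were lower. At 12 h, 13 were higher and 3 lower. At 24 h, 15 were higher and 2 lower. The lower genes were CsGSTU4 and CsGSTZ1 at 3 h, CsGSTU21, CsGSTF1 and CsGSTZ3 at 12 h, and CsGSTZ3 and CsTCHQD1 at 24 h. By class, the GHR genes gave 3, 2 and 2 of 4 tested members, and the phi class and the zeta class 1 of 3 at each time. CsGSTU1 (CsaV3_3G009990) rose from 60.1 ± 2.81 FPKM (SD, n = 3) to 172 ± 20.9 at 3 h (log2 fold change 1.51, SE 0.16, adjusted p = 7.61e-06, limma). CsGSTL4 (CsaV3_3G035350) rose from 14.0 ± 2.09 to 31.1 ± 6.36 FPKM at 12 h (log2 fold change 1.11, SE 0.14, adjusted p = 1.32e-05, limma). CsGSTU20 rose at 24 h by a log2 fold change of 1.23 (SE 0.09, adjusted p = 1.43e-07, limma). CsGSTU10 (CsaV3_1G005450), listed at 0 in all 0 h libraries, had 3.35, 2.72 and 3.56 FPKM in the 24 h libraries (adjusted p = 1.12e-05, limma).

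Calls used an unadjusted p under 0.05 and a log2 fold change above 1 or below -1, the threshold of the methods, and the counts were the same with p adjusted over all genes and adjusted over the list alone. The median log2 fold change of the tested family was 0.28, 0.58 and 0.52 at 3, 12 and 24 h. Against all other genes, camera with a preset correlation gave the family an adjusted p of 0.469, 0.00564 and 0.0105 over 57 tests of lists and times, and no call was kept with an estimated correlation (adjusted p = 0.96 at each time with an estimated correlation). After median-ratio rescaling, 17 CsGSTs were higher and 1 lower at 12 h, with CsGSTU20, CsGSTF2, CsGSTF4 and CsGHR3 gained and CsGSTF1 and CsGSTZ3 lost, and after quantile normalization 14 were higher and 1 lower at 12 h. Leaving out 1 library ended some calls: CsGSTU6 at 3 h without 0 h replicate 3 (adjusted p = 0.115) or without 3 h replicate 2 (adjusted p = 0.124), CsGSTZ1 at 3 h without 3 h replicate 1 (log2 fold change -0.91, leaving 1 gene lower), CsGSTZ3 at 24 h without 24 h replicate 2 (-0.99), CsGSTU1 at 12 h without 12 h replicate 1 (0.87) and CsGSTL4 at 12 h without the same library (1.00, just under the threshold). CsGSTU10 passed at 3 h without 3 h replicate 2 or without 3 h replicate 3. A pseudocount of 1 ended the calls of CsGHR3 at 3 h (1.00, just under the threshold), CsGSTZ3 at 12 h (-0.92) and 24 h (-0.89), and CsTCHQD1 at 24 h (-0.86), leaving 15 higher and none lower at 24 h. A pseudocount of 0.1 added CsGSTU10 and CsGSTU16 at 3 h and CsGSTU13 and CsGSTU22 at 12 h.

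**Figure D1:**
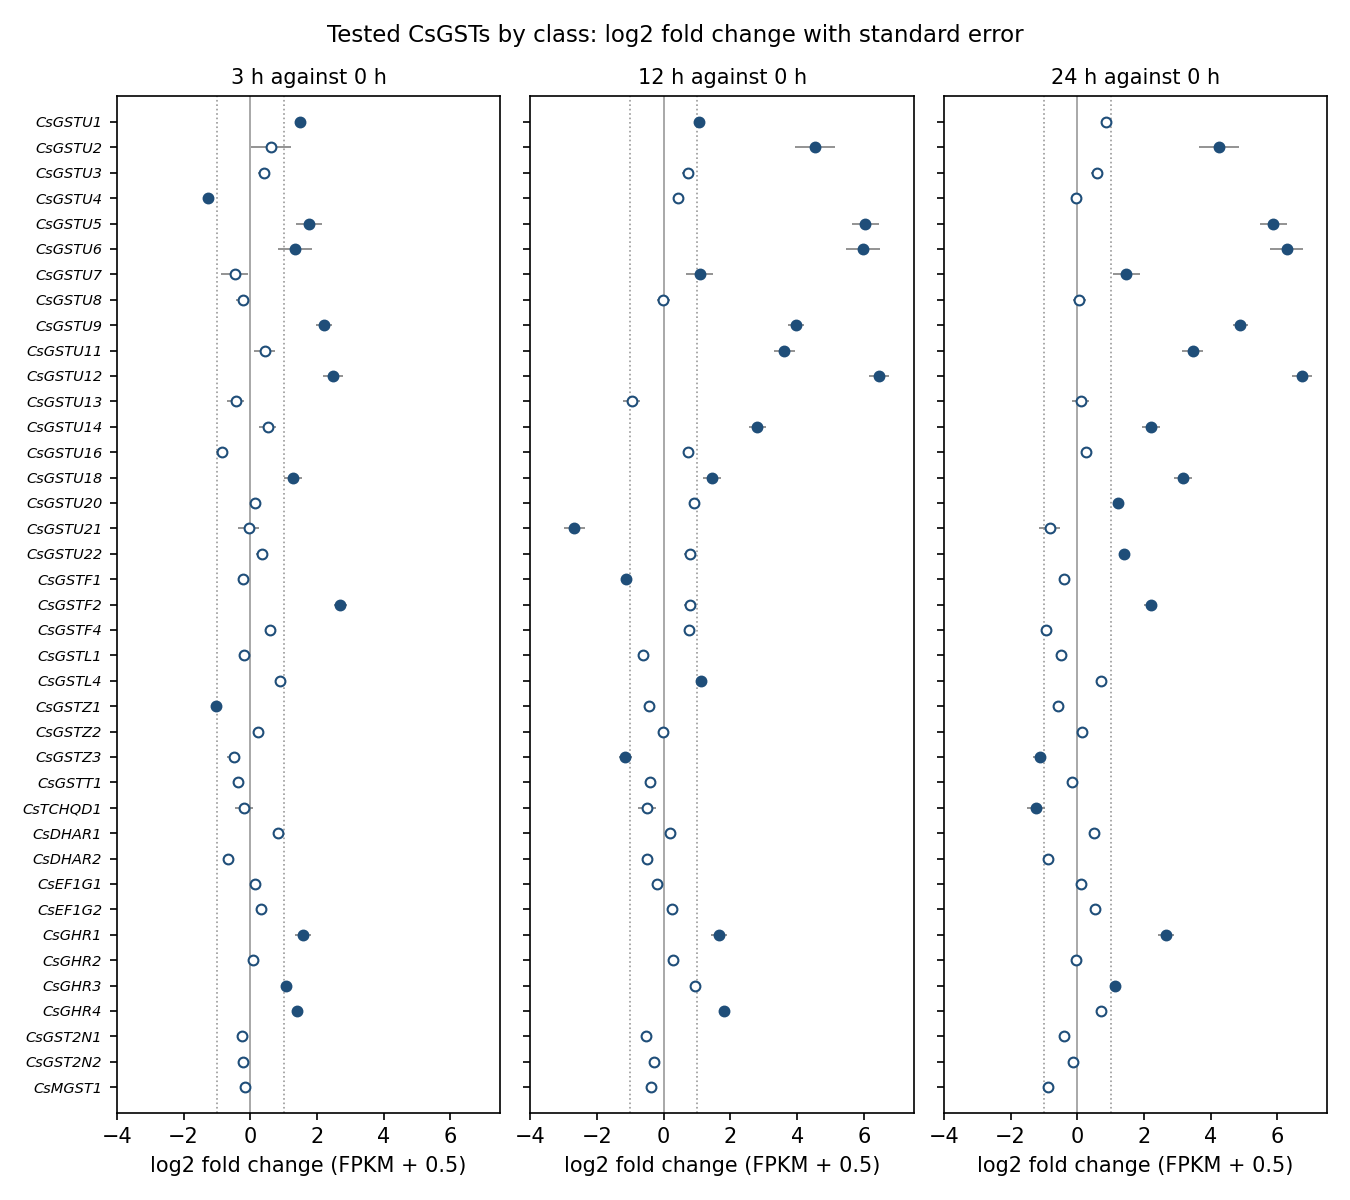
Log2 fold change against 0 h (horizontal axes, log2 scale with 0.5 FPKM added; bars are the limma standard error, n = 3 libraries a group) of the tested CsGSTs above 0 at 0 h, listed by class down the vertical axis, at 3, 12 and 24 h. Filled points passed an adjusted p under 0.05 and a log2 fold change above 1 or below -1 (dotted lines); the farthest points to the right at 12 and 24 h are tau genes, with CsGSTU12 at 6.46 and 6.72.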

Compared with those at 0 h, the numbers of differentially expressed CsGST genes at 3, 12, and 24 h after cold treatment were 13, 19, and 16, respectively (Figure 5A). To further characterize their biological role, GO annotation and KEGG pathway enrichment analysis were conducted. The GO annotation results indicated that most differentially expressed CsGST genes were assigned to the “protein binding” GO term belonging to the biological process category, and few CsGST genes were assigned to the “cell redox homeostasis” GO term belonging to the molecular function category (Figure 5B; Supplementary Table S3). Furthermore, KEGG pathway enrichment analysis results showed that tau-class CsGST genes were enriched in the “glutathione metabolism” pathway, *CsGHR3* and *CsGHR4* genes were enriched in “arachidonic acid metabolism,” and *CsGSTZ*1 was enriched in “tyrosine metabolism” (Figure 5C; Supplementary Table S4). 

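Every differentially expressed CsGST carried the term "protein binding" in the annotation deposited with the expression values: 12 of 12 at 3 h, 16 of 16 at 12 h and 17 of 17 at 24 h. Among differentially expressed CsGSTs, the term "cell redox homeostasis" belonged to CsGHR3 and CsGHR4, both described as prostaglandin E synthase 2-like, so that 2 genes carried it at 3 h, 1 (CsGHR4) at 12 h and 1 (CsGHR3) at 24 h. CsGHR3 and CsGHR4 also carried terms for electron transfer and protein disulfide oxidoreductase activity. The term "glutathione transferase activity" was given to CsGHR1, described as glutathione S-transferase omega-like 2, and to no other differentially expressed CsGST. These are counts of annotated genes, without a test of enrichment, and a term missing from the annotation does not show that a protein lacks the function.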

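Among the differentially expressed CsGSTs, 8 of 12 at 3 h, 13 of 16 at 12 h and 13 of 17 at 24 h were annotated to glutathione metabolism, among them every differentially expressed tau gene. Of the 82 tested genes of this pathway, 54 lay outside the family and the rest were CsGSTs. Most of the 40 tested CsGSTs thus carried the annotation, changed or not. Whether changed members carried it more often was not tested. Arachidonic acid metabolism was given to CsGHR3 and CsGHR4 at 3 h, to CsGHR4 at 12 h and to CsGHR3 at 24 h. Tyrosine metabolism was given to the zeta genes, CsGSTZ1 at 3 h and CsGSTZ3 at 12 and 24 h. Over all genes with a KEGG pathway, the tested glutathione metabolism genes numbered 82, of which 15 (18.3%), 26 (31.7%) and 25 (30.5%) were changed at 3, 12 and 24 h, against 14.2%, 25.8% and 29.3% of the other 5599 genes. Fisher's exact test, one-sided for a higher share in the pathway, gave odds ratios of 1.35, 1.34 and 1.06 with p = 0.186, 0.138 and 0.447. With higher genes alone, 18 pathway genes at 12 h (odds ratio 2.50, Fisher's exact p = 0.00139) and 21 at 24 h (odds ratio 2.21, Fisher's exact p = 0.00269) passed, whereas 10 at 3 h did not (odds ratio 1.33, Fisher's exact p = 0.248). Most of these 18 and 21 genes were CsGSTs, with 7 and 8 among the 54 tested pathway genes outside the family. Fisher's test treats genes as independent, whereas the tau genes had an estimated correlation of 0.35 and neighbours may share reads. These p-values are therefore likely too small. Outside the pathway, 10.1% and 13.5% of genes were higher at 12 and 24 h. After median-ratio rescaling the test over all changed genes also passed at 12 h (odds ratio 1.62, Fisher's exact p = 0.0297).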

The Venn diagram showed that seven genes (*CsGSTU5*, *CsGSTU6*, *CsGSTU9*, *CsGSTU12*, *CsGSTU18*, *CsGHR1*, and *CsGHR3*) were differentially expressed during the entire cold stress period (Figure 5D). These results suggest that the seven GST genes respond to cold stress through the “glutathione metabolism” pathway in cucumber seedlings.

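Higher than at 0 h at all 3 times were 6 CsGSTs, 5 of the tau class (CsGSTU5, CsGSTU6, CsGSTU9, CsGSTU12 and CsGSTU18) and CsGHR1; none was lower at all 3. CsGSTU12 (CsaV3_4G025750, chromosome 4 from 15153192 to 15154275) changed most, with log2 fold changes of 2.48 (SE 0.30, adjusted p = 2.78e-05, limma) at 3 h, 6.46 at 12 h and 6.72 at 24 h. CsGSTU5 (CsaV3_4G025680, chromosome 4 from 15111249 to 15112010) had 1.76 (SE 0.40, adjusted p = 0.00309), 6.04 and 5.87, and CsGSTU6 (CsaV3_4G025770, chromosome 4 from 15158782 to 15165465) had 1.34 (SE 0.50, adjusted p = 0.0418), 5.98 and 6.27. CsGSTU9 (CsaV3_1G005440, chromosome 1 from 3551371 to 3552181) rose by 2.21 (SE 0.24, adjusted p = 9.84e-06), 3.97 and 4.89, and its neighbour CsGSTU18 (CsaV3_1G005420, chromosome 1 from 3546059 to 3550346) by 1.28 (SE 0.28, adjusted p = 0.00196), 1.44 and 3.16. CsGHR1 (CsaV3_1G046320) rose by 1.58 (SE 0.23, adjusted p = 0.000125), 1.65 and 2.66. CsGHR3 passed at 3 h (1.06, SE 0.11) and 24 h (1.14), and had 0.95 at 12 h (adjusted p = 5.84e-06, limma), within the fold threshold. With the authors' own p-values and fold changes, the latter ratios of mean FPKM, CsGHR3 was called at 12 h. Its 12 h value was 1.20 after median-ratio rescaling, 1.14 after quantile normalization, 1.01 without 0 h replicate 1 and 1.01 without 12 h replicate 2, and its 3 h value was 0.96 without 0 h replicate 3, 0.97 after quantile normalization and just under 1 with a pseudocount of 1.

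The number at all 3 times was 4 without 3 h replicate 2, where CsGSTU6 had 0.72 and CsGSTU18 0.96 at 3 h, and it was 5 without 0 h replicate 3, which also lost CsGSTU6. With the 6 libraries of 0 and 3 h alone, CsGSTU6 at 3 h was lost too (adjusted p = 0.0895). After median-ratio rescaling it was 9. Independent lists of the same sizes would share 1.22 of the 40 tested CsGSTs among those higher at each time (2.04 with both directions pooled), and in 100 simulations of unchanged groups against the same controls no CsGST was called at all 3 times. The simulated groups were drawn around the observed 0 h means. They therefore leave out the effects, and also the error that shared controls pass to all 3 comparisons, which they cannot test. The independent lists leave out the shared controls too. Part of the excess may come from the shared 0 h libraries, which are too few to split.

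**Figure D2:**
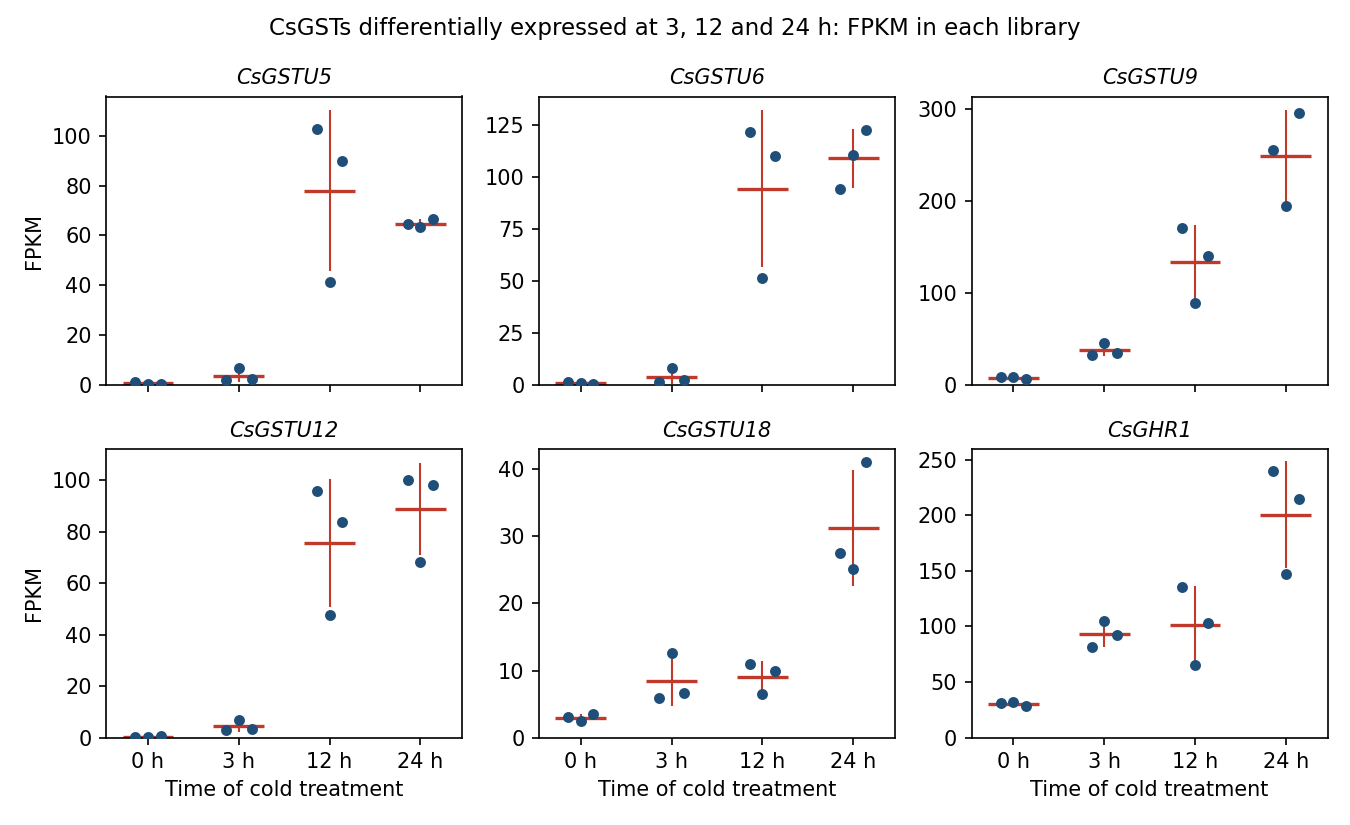
FPKM (vertical axes, from 0, a different range in each panel) of the 6 CsGSTs higher at all 3 times, against hours of cold treatment. Points are the 3 libraries at each time, red lines their mean and vertical bars ± SD; the 12 h libraries of CsGSTU5 run from 41.5 to 103 FPKM.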

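Of the 6 genes higher at all 3 times, the 5 tau genes were annotated to glutathione metabolism and CsGHR1 to no KEGG pathway. The paper proposes that the genes common to the 3 comparisons in its Figure 5D respond to cold stress through glutathione metabolism.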

**FIGURE 5:**
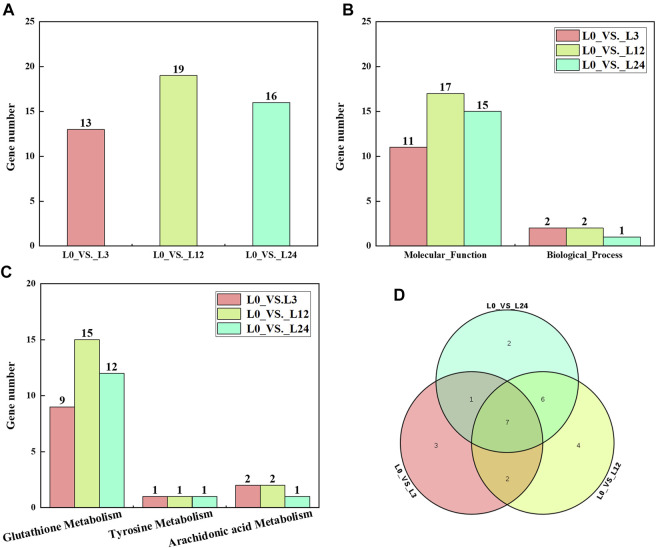
Analysis of differentially expressed CsGSTs. **(A)** The number of differentially expressed CsGSTs of different groups under cold stress. **(B)** The number of differentially expressed CsGSTs in GO annotation. **(C)** The number of differentially expressed CsGSTs in KEGG pathway enrichment analysis. **(D)** Venn diagram showing the number of common and unique differentially expressed CsGSTs among the different groups.

### Promoter analysis of putative candidate CsGST genes

The promoter regions of the seven putative candidate CsGST genes were analyzed using PlantCARE and New PLACE online tools to identify the presence of *cis*-acting elements (Figure 6). Through further integration and statistics, we found that apart from the core elements (TATA, CAAT, and GATA box), certain *cis*-elements were involved in light, phytohormone signal, and stress responses. For instance, the phytohormone signal-responsive elements consisted of salicylic and abscisic acids and gibberellin responses, whereas the stress-responsive elements included low-temperature and drought responses. Moreover, some specific transcription factor-binding sites, such as W-box, MYB, and MYC, were identified in the promoters. Taken together, these results indicated that the seven CsGSTs could be induced by environmental and hormonal signals.

**FIGURE 6:**
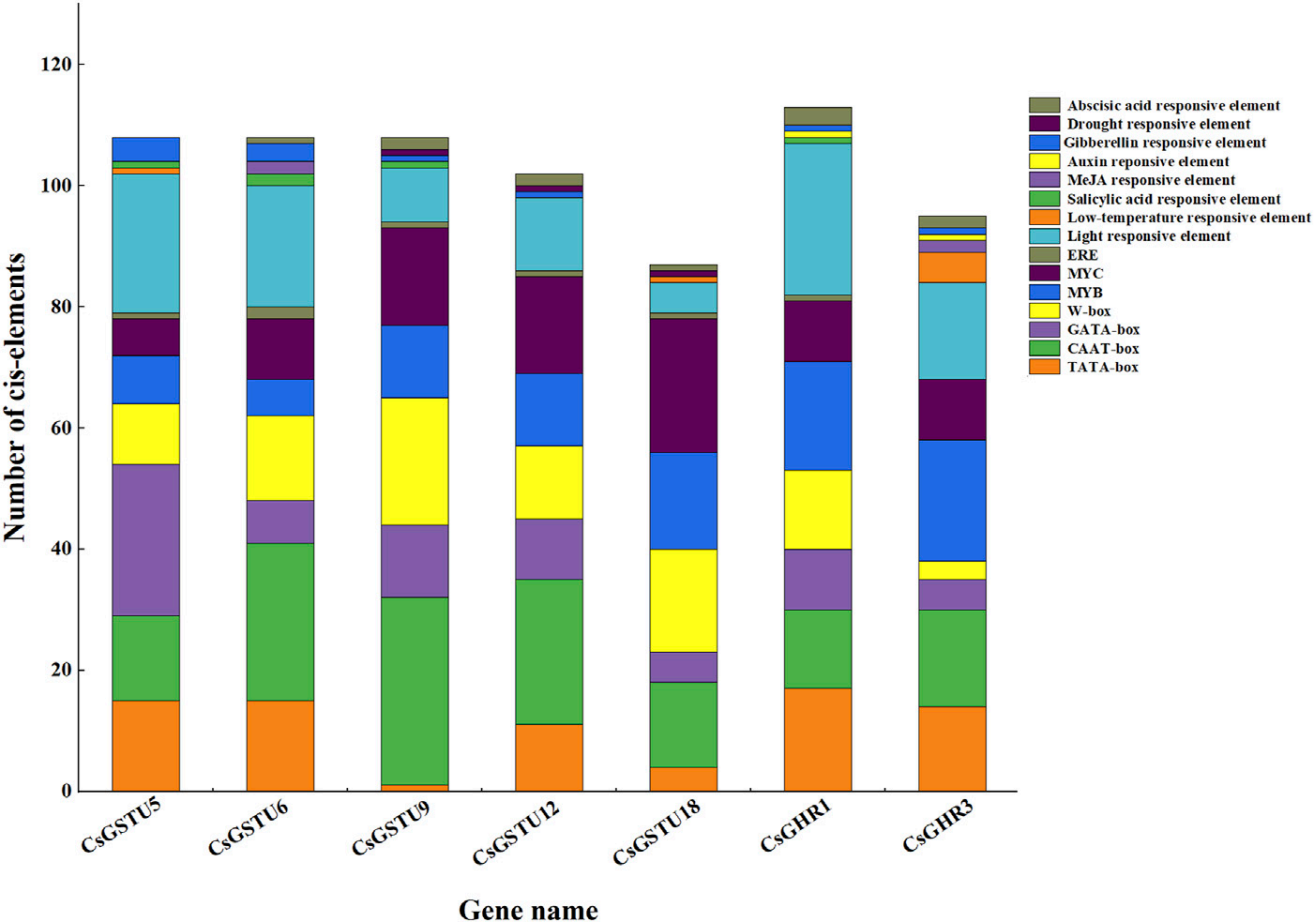
Putative cis-element analysis in promoters of the seven CsGSTs candidates. The diverse *cis*-elements are shown using different colors, and the number of different *cis*-elements is represented by rectangle height.

### Antioxidant enzyme activity analysis of cucumber seedlings under cold stress

We evaluated four antioxidant enzymes in cucumber seedlings under cold-stress conditions (Figure 7). The results showed that SOD and GR activities were significantly increased 12 h after cold treatment. APX activity sharply improved 3 h after cold treatment. CAT activity significantly increased 12 h after cold treatment and decreased 24 h after cold treatment. These results indicated that when cucumber seedlings are subjected to cold stress, antioxidant enzymes are induced to protect the seedlings from serious damage.

**FIGURE 7:**
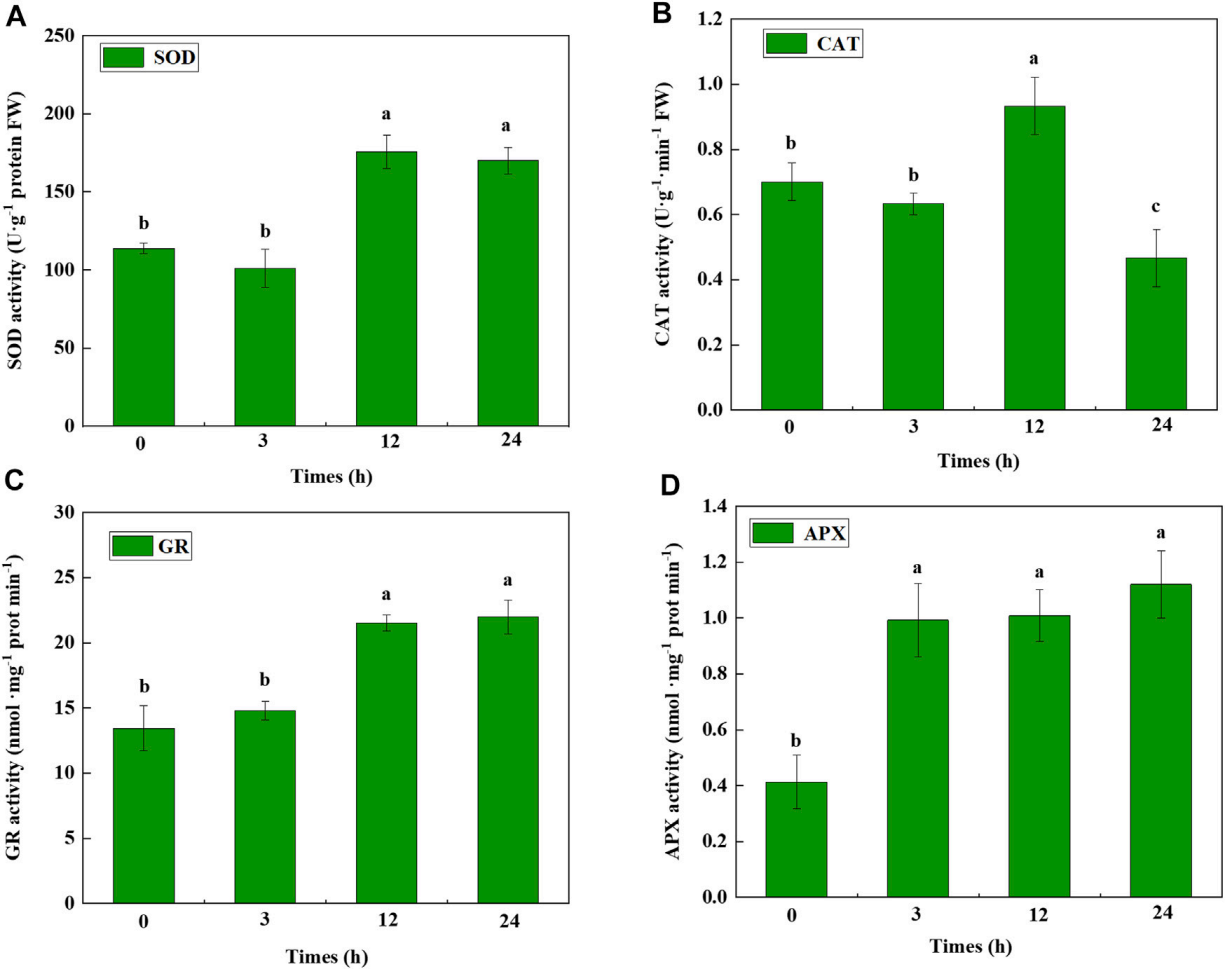
Antioxidant enzyme activity of cucumber seedlings under cold stress. **(A)** SOD, **(B)** CAT, **(C)** GR, and **(D)** APX activity determined at different hours after cold stress. Data were analyzed from three independent biological replicates and represent the mean ± SE. Different letters indicate significant differences at *p* < 0.05. SOD, superoxide dismutase; CAT, catalase; GR, glutathione reductase; APX, ascorbate peroxidase.

## Discussion

GSTs belong to a large gene family ubiquitously present in plants and have been identified in diverse species (Supplementary Table S5). There is a considerable difference in the number of GST proteins in different species. However, the number of GSTs in cucumber (46), *Cucumis melo* (49), and *Cucurbita maxima* (32) are comparable, implying that the evolution of GSTs in Cucurbitaceae is conserved. In the present study, we identified 46 members of the GST gene family in the cucumber genome, which were divided into 11 classes. Phylogenetic analysis showed that the members share high similarity among the same classes of GSTs in different species, indicating these gene classes have shared ancestry (Figure 3). Gene family expansion in plants is caused by tandem, segmental, and genome duplications (Kong et al., 2007). Among the identified classes, the tau class was the biggest subclass with 22 members, possibly due to tandem gene duplication on chromosomes 3 and 4. In contrast, the MGST, TCHQD, GHR, DHAR, and GST2N classes contained fewer members, possibly due to the scattering of these classes on different chromosomes, prohibiting tandem duplication (Supplementary Figure S2).

With respect to gene structure, the CsGST genes in the same class were similar in the number and position of introns and exons and had similar motifs (Figure 1). Therefore, extensive functional redundancy may appear within the GST gene family. For example, the tau class of GSTs provides protection against salt stress in *A. thaliana* and soybean (Kissoudis et al., 2015; Xu et al., 2015). Likewise, the lambda class of GSTs contributes to the defense against salinity stress in soybean and rice (Kumar et al., 2013; Chan and Lam, 2014). The partial reason for differences in GST classes in different species may be the loss of functionally redundant genes.

The expression pattern of CsGSTs under cold stress was analyzed and divided into three distinct groups with different expression patterns (Figure 4A). 

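The 19 tested tau genes had a median log2 fold change of 0.43 at 3 h, 1.05 at 12 h and 1.47 at 24 h against 0 h. The tau class, the largest plant-specific class of the family, held 19 of the 26 genes of the rising cluster, and CsGSTU13 and CsGSTU21 were its detected members outside it. The 4 GHR genes, all in the rising cluster, had medians of 1.23, 1.30 and 0.93. The median of the tested rising cluster was 0.61 at 3 h, 1.07 at 12 h and 1.32 at 24 h, and that of the falling cluster was -0.23, -0.52 and -0.53. Clusters were formed on the same values, so that their direction is not independent evidence. In a test of each class against all other genes (camera, preset correlation, p not corrected over classes), tau gave p = 0.205, 6.71e-06 and 7.61e-06 at the 3 times and GHR gave p = 0.0216, 0.00439 and 0.0275. With an estimated correlation within the class these were p = 0.624, 0.108 and 0.110 for tau and p = 0.112, 0.0574 and 0.124 for GHR, so that neither class passed.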

The CsGST members in the second group were significantly upregulated during cold treatment; among them, 18 of the 21 members belonged to the tau subclass. 

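Of the tested tau genes, 6 were higher and 1 (CsGSTU4) lower at 3 h, 10 were higher and 1 (CsGSTU21) lower at 12 h, and 12 were higher and none lower at 24 h. In the cluster of 9 on chromosome 4, 3 genes were higher and 1 lower at 3 h, and 5 were higher at both 12 and 24 h (CsGSTU2, CsGSTU5, CsGSTU6, CsGSTU7 and CsGSTU12). In the cluster of 3 on chromosome 1, CsGSTU9 and CsGSTU18 were higher at every time and CsGSTU10 at 24 h. In the cluster of 4 on chromosome 3, none passed the threshold at 3 h. CsGSTU16 at 3 h had -0.85 (unadjusted p = 0.000293, limma), or -1.15 with a pseudocount of 0.1, which passed. CsGSTU11 and CsGSTU14 were higher at 12 and 24 h, with log2 fold changes at 24 h of 3.46 (adjusted p = 2.09e-06, limma) and 2.21 (adjusted p = 9.13e-06, limma). In the other cluster on chromosome 4, CsGSTU21 was lower at 12 h, and CsGSTU20 and CsGSTU22 (CsaV3_4G007690, log2 fold change 1.41, SE 0.16, adjusted p = 6.3e-06, limma) were higher at 24 h. Without 3 h replicate 2, CsGSTU6 (0.72) and CsGSTU18 (0.96) no longer passed at 3 h. CsGSTU6 at 3 h (1.17) did not pass without 0 h replicate 3, nor CsGSTU7 at 12 h without 0 h replicate 3 (0.75) or 12 h replicate 3 (0.81). CsGSTU21 at 24 h passed without 24 h replicate 1 (-1.03) or 24 h replicate 3 (-1.04). Whether calls follow the clusters more than chance would give was not tested, and genes of a tandem cluster may share reads.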

Compared with those at 0 h, the differentially expressed CsGSTs at 3, 12, and 24 h after cold treatment were 13, 19, and 16 with the tau subclass accounting for 9, 13, and 11, respectively. Venn analysis indicated that seven CsGSTs were commonly differentially expressed during the entire period of cold stress, and five of the seven CsGSTs belonging to the tau subclass were significantly upregulated (Figure 5D). Taken together, we speculate that the tau subclass members play an important role in responding to cold stress. Similarly, seven tau subclass members in pumpkin (Kayum et al., 2018) and three in cabbage (Vijayakumar et al., 2016) are considered candidate genes involved in responding to cold stress.

For further functional analysis, we functionally annotated the differentially expressed CsGSTs under cold stress using GO annotation and KEGG pathway enrichment analysis. 

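Of the 54 glutathione metabolism genes outside the CsGST family that were tested (63 members in the annotation), 3 were higher and 4 lower at 3 h, 7 and 6 at 12 h, and 8 and 4 at 24 h, with the same counts adjusted over the list alone. Without 3 h replicate 3, 2 were lower at 3 h. Median-ratio rescaling gave 10 higher and 3 lower at both 12 and 24 h. The median log2 fold change was then 0.26 and 0.20, against 0.0026 and 0.016 as deposited. Quantile normalization gave 9 and 4 at both times. A chloroplastic 6-phosphogluconate dehydrogenase (CsaV3_4G006330), an NADPH-producing enzyme of the pentose phosphate pathway, rose from 11.9 ± 2.99 FPKM (SD, n = 3) at 0 h to 47.5 ± 0.822 at 12 h and 78.8 ± 13.0 at 24 h, log2 fold changes of 1.98 (SE 0.15, adjusted p = 2.01e-07, limma) and 2.69 (adjusted p = 1.03e-08). A gamma-glutamylcyclotransferase 2-1-like gene (CsaV3_3G047260), of an enzyme family that breaks down glutathione, fell from 39.3 ± 2.78 FPKM at 0 h, with log2 fold changes of -1.54 (adjusted p = 1.84e-07), -1.88 (adjusted p = 1.18e-08) and -1.68 at 3, 12 and 24 h. A gene described as the small chain of ribonucleoside-diphosphate reductase (CsaV3_3G027630), which acts in making deoxyribonucleotides, had 1.27, 1.41 and 1.14. Several members with large changes are described as cyclins: cyclin-U2-1 (CsaV3_6G009080) with 2.82 at 12 h and cyclin-U1-1 (CsaV3_2G035200) with -2.80 at 12 h and -3.24 at 24 h. As a list, these genes did not pass camera at any time (adjusted p = 0.634, 0.249 and 0.244 with the preset correlation). Their share of changed genes was not above that of other genes with a KEGG pathway (7, 13 and 12 of 54; one-sided Fisher's exact p = 0.661, 0.662 and 0.903).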

The results implied that the CsGSTs were enriched in “glutathione metabolism,” “arachidonic acid metabolism,” and the “tosine metabolism” pathway, and the “glutathione metabolism” pathway played a vital role in resisting cold stress. The results are consistent with a previous study that revealed the involvement of CmGSTs in the “glutathione metabolism” pathway during cold stress response in Hami melon (Song et al., 2021). Therefore, we speculated that CsGSTs could bind to and activate the thiol group of GSH, and the S-glutathionylated xenobiotics would be sequentially processed to participate in the cold stress response. Surprisingly, two differentially expressed CsGSTs (CsGHR1 and CsTCHQD1) were not enriched in any pathway; therefore, other mechanisms may participate in cold stress.

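CsGHR1 rose at each time while CsTCHQD1 was lower at 24 h. CsGHR1 (CsaV3_1G046320, chromosome 1, starting at 32138816) went from 30.6 ± 1.70 FPKM (SD, n = 3) at 0 h to 93.1 ± 11.4 at 3 h, 101 ± 35.1 at 12 h and 201 ± 47.8 at 24 h, and the step from 12 to 24 h, 1.01 on the log2 scale, itself passed the test (adjusted p = 0.00325, limma). CsTCHQD1 (CsaV3_4G028000, chromosome 4 from 17398529 to 17402133) was low throughout, at 1.29 ± 0.339 FPKM at 0 h, 1.10 at 3 h, 0.778 at 12 h and 0.259 ± 0.130 at 24 h. Its log2 fold change at 24 h was -1.24 (SE 0.26, adjusted p = 0.000986, limma), and -0.86 with a pseudocount of 1, within the fold threshold, since its level lies near the pseudocount. Neither gene carried a KEGG pathway in the deposited annotation, and 6962 of the 24317 genes carried any. In the GO annotation CsGHR1 carried a term for glutathione metabolic process and CsTCHQD1 carried protein binding alone.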

To explore the regulatory factors of candidate CsGSTs, their promoters were analyzed using PlantCARE and New PLACE online tools (Figure 6). The results showed that CsGST promoters roughly contained three types of regulatory *cis*-elements, namely light and phytohormone response elements and transcription factor-binding sites, implying that CsGSTs were induced by environmental and phytohormone signals and specific transcription factors. Previous studies have reported that some GST genes are regulated by these signals. For example, *PcGST1* induced by auxin and UV-B light is involved in the signal transduction pathway to *CHS* (Loyall et al., 2000). Furthermore, *AtGSTU17*, regulated by light and hormones, is involved in modifying seedling development in *A. thaliana* (Jiang et al., 2010), Similarly, *CsGSTU8* is regulated by CsWRKY48 and positively responds to drought stress (Zhang et al., 2021). *PpGST1* activated by PpMYB10.1 participates in anthocyanin accumulation in peach (Zhao et al., 2020). However, whether the seven CsGST candidates are regulated by light, hormones, and specific transcription factors and how their expression is regulated in cucumber requires more in-depth studies.

In the present study, antioxidant enzyme activities and CsGSTs were induced by cold stress. Nevertheless, the indirect and direct associations between CsGSTs and antioxidants require further study. A previous study showed that *MsGSTU8* overexpression in tobacco could enhance the activities of SOD, POD, and CAT, improving the saline-alkali tolerance of transgenic tobacco (Du et al., 2019). Similarly, *LeGSTU2* overexpression in tobacco improved SOD, POD, and GST activities, thereby enhancing plant resistance to salt and drought stresses (Xu et al., 2015). Moreover, *ThGSTZ1* overexpression in *A. thaliana* increased GST, SOD, and POD levels for scavenging ROS, improving the drought and salinity tolerance of transgenic *A. thaliana* plants (Yang et al., 2014). Therefore, we hypothesized that when cucumber seedlings are subjected to cold stress, phytohormones are induced that serve as signal molecules to stimulate the expression of CsGST genes. Besides their role as antioxidant enzymes involved in cold stress, CsGST genes could also cloud the effect of antioxidant enzyme activity on resisting cold stress *via* the increased expression of their transcripts. The specific transcription factors induced by cold stress could bind to CsGST candidate promoters to regulate their expression, thereby promoting cold stress tolerance. However, further studies are required to identify the regulation network of CsGSTs in response to cold stress.

## Conclusion

We performed a genome-wide analysis of the *CsGST* gene family in cucumber and explored their role in responding to cold stress. A total of 46 *CsGST* were identified, and their gene structure, chromosomal distribution, protein characteristics, and evolutionary relationship were analyzed in detail. In addition, seven candidate genes that may be involved in cold stress were selected based on the transcriptome analysis, and their promoters were analyzed to predict the factors that could regulate their expression. Finally, antioxidant enzymes were evaluated to explore their relationship with CsGST. However, the molecular mechanism underlying the response of *CsGST* to cold stress needs to be further verified through transgenic technology. Taken together, our results provide a solid foundation for the future investigation of *CsGST* in cucumber.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO accession GSE210703.

# Supplementary material for: Genome-wide identification and expression analysis of glutathione S-transferase gene family to reveal their role in cold stress response in cucumber
**Source:** Front Genet. 2022 Sep 29;13:1009883. doi: 10.3389/fgene.2022.1009883
**Supplement:** Supplementary file 3

Supplementary Material

## Supplementary Figures

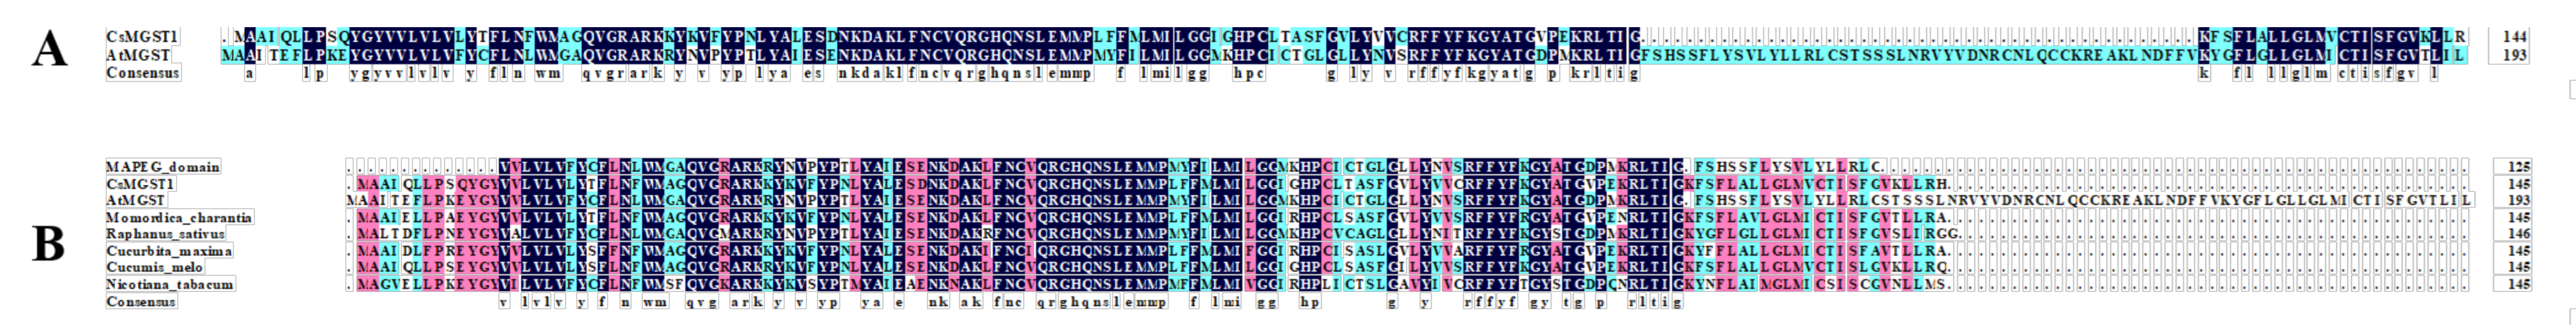

**Supplementary Figure 1.** Sequences alignment. (A) amino acid sequence alignment of CsMGST1 and AtMGST. (B) Multiple sequences of MAPEG domains were aligned among other species.

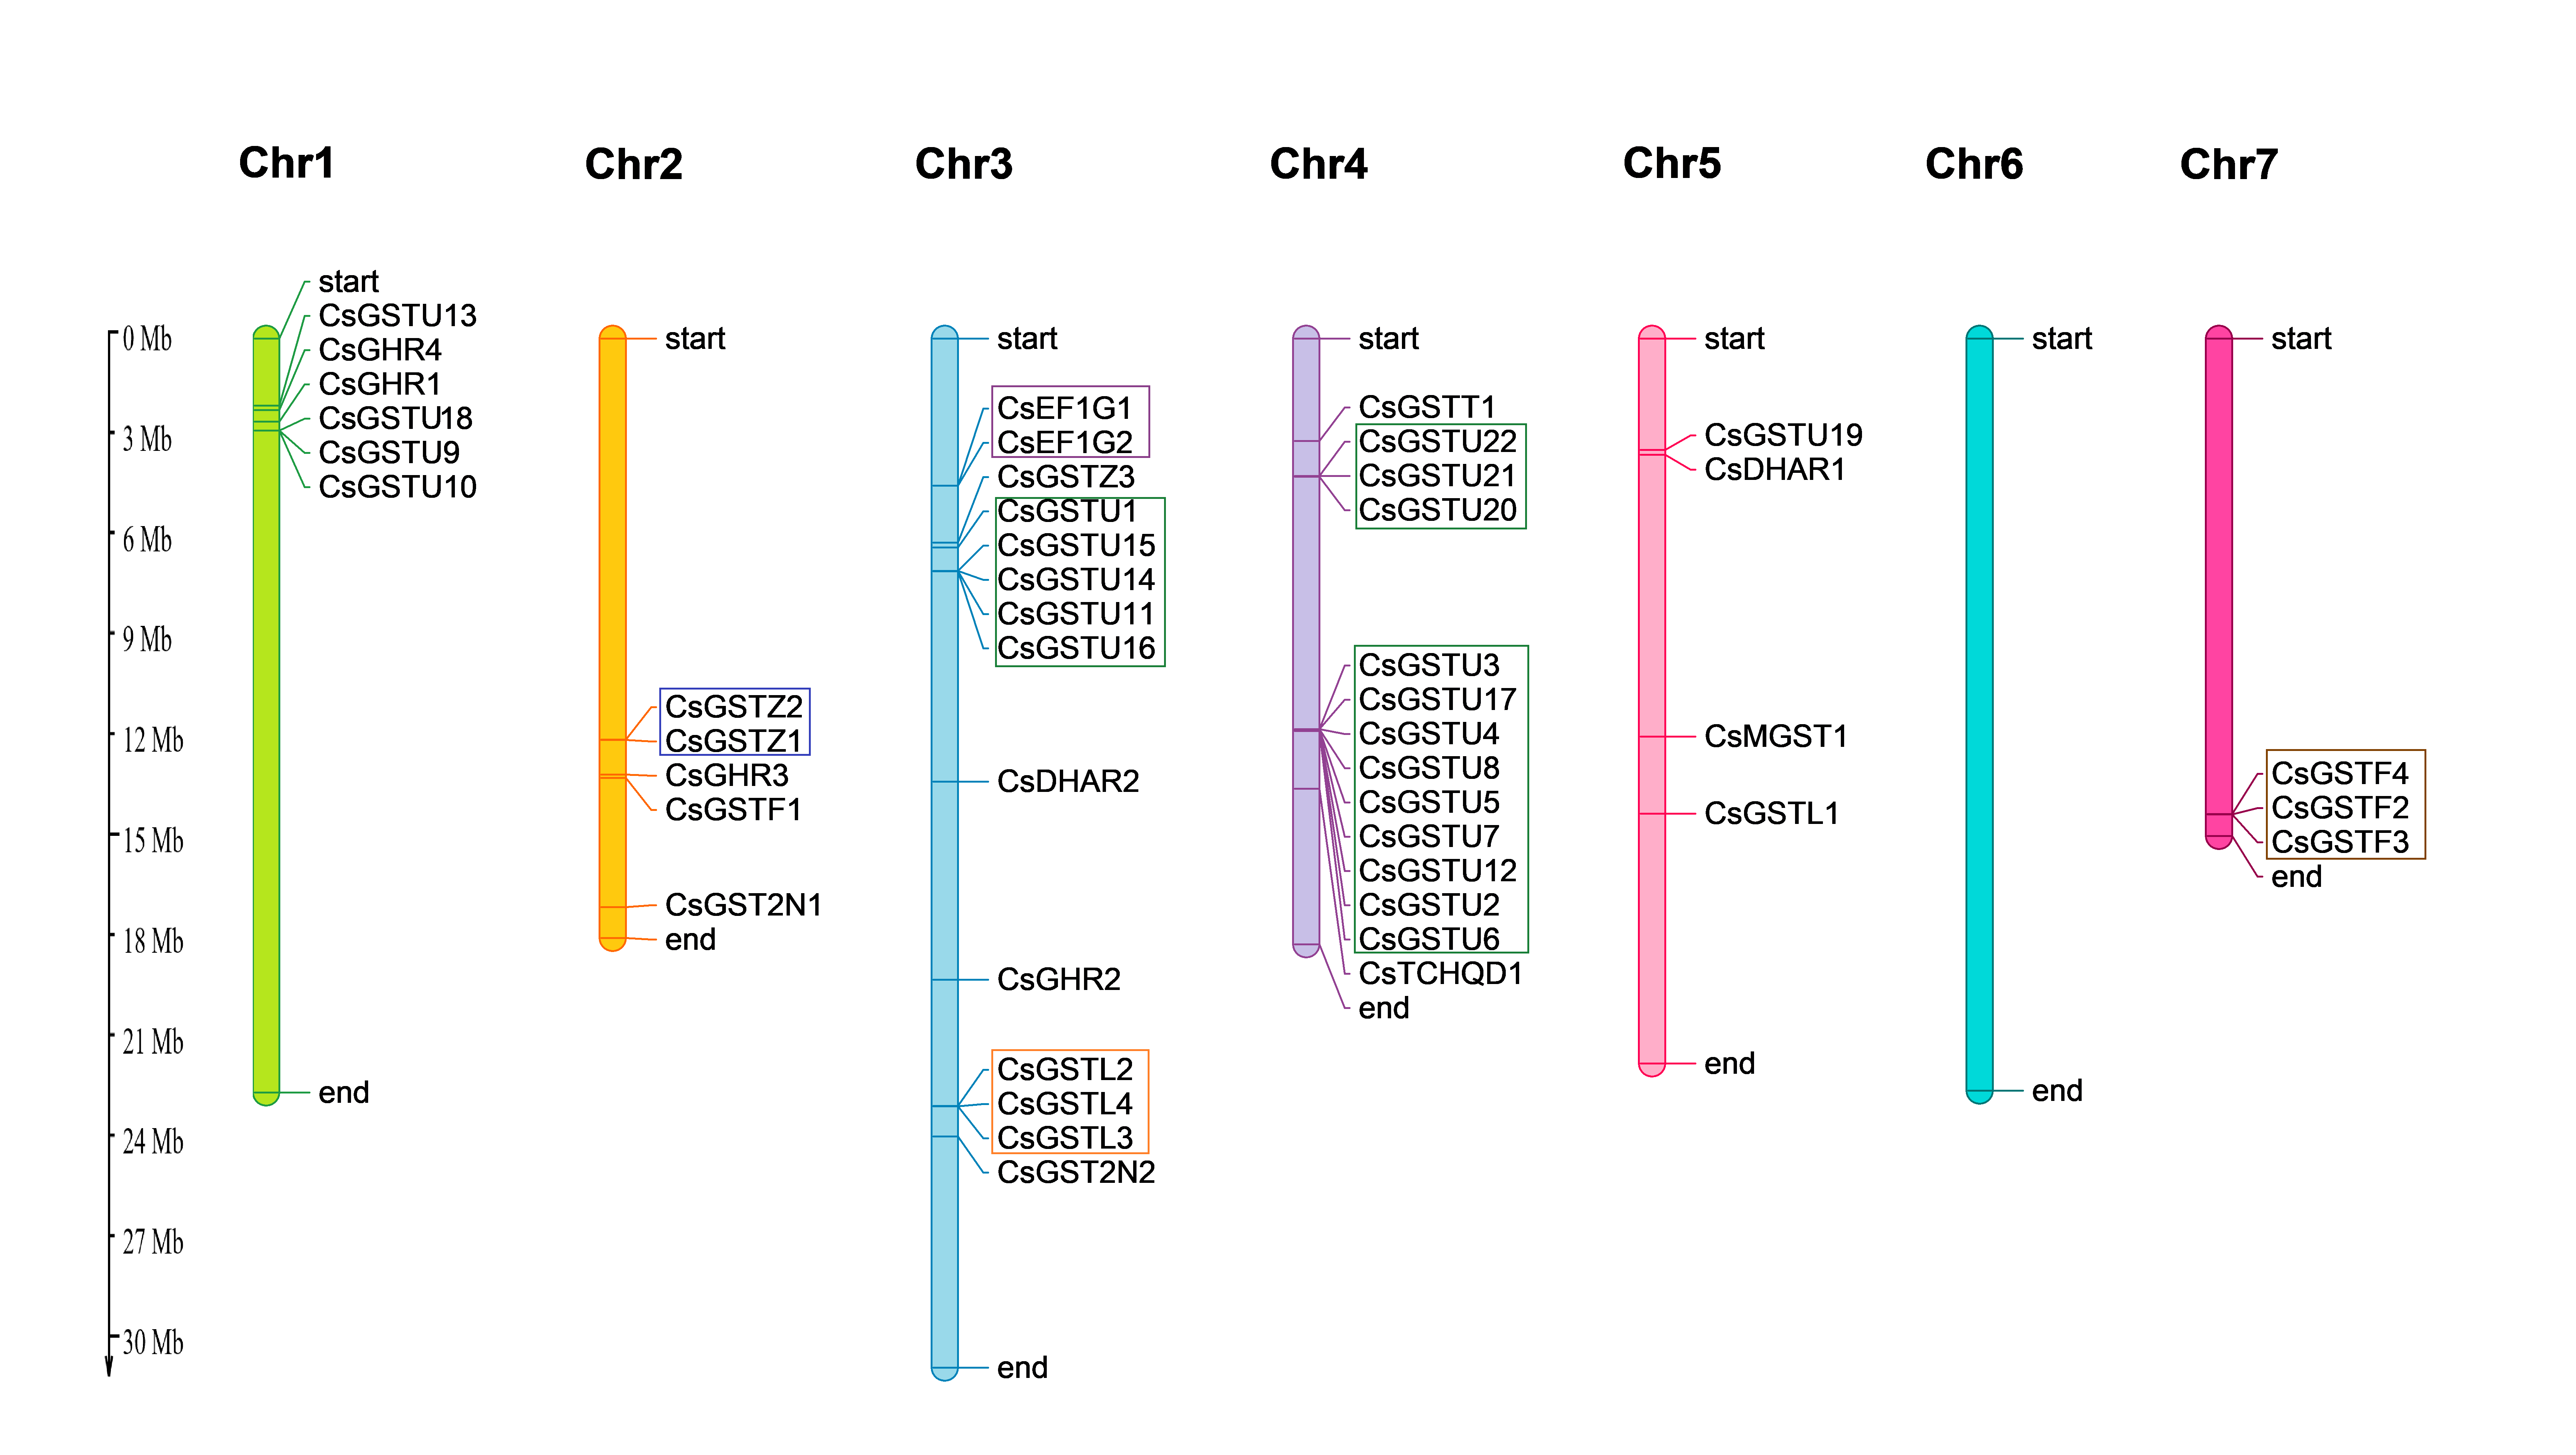

**Supplementary Figure 2.** Chromosomal distribution of GST genes in cucumber. The gene names are on the right side of the chromosomes. The seven CsGST clusters are indicated by the different colors. The scale on the left indicates the size of the chromosome.

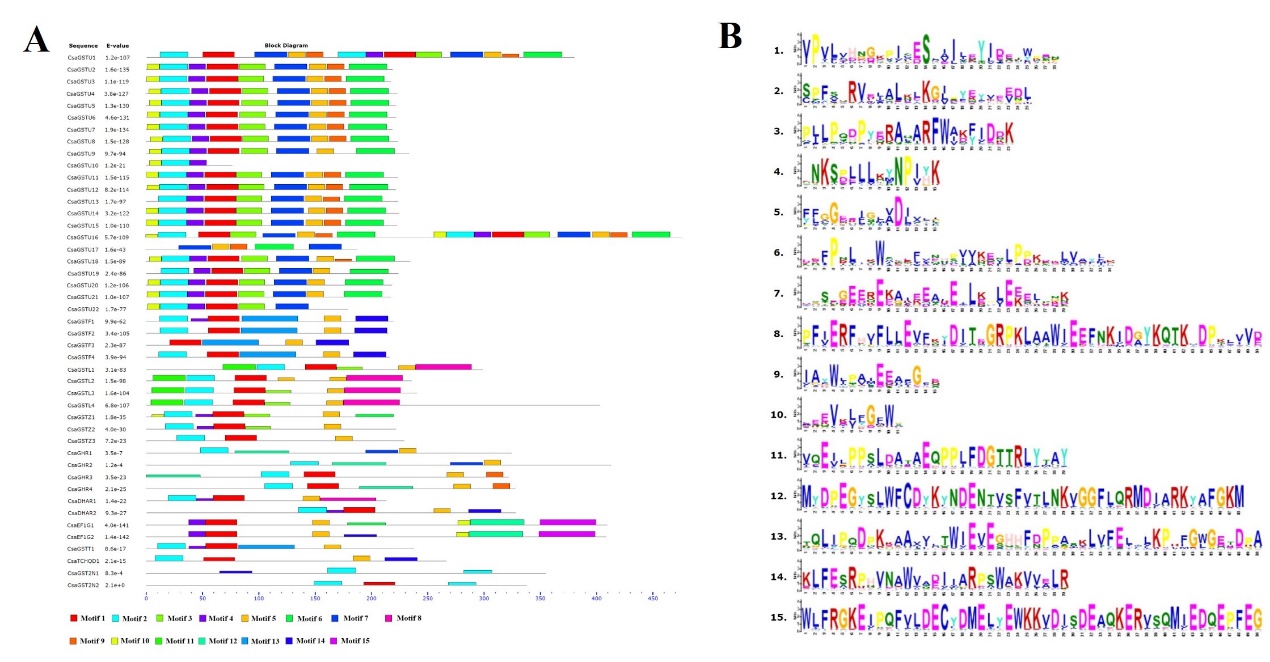

**Supplementary Figure 3.** The distribution of conserved motifs of GST proteins in cucumber. (A) The different conserved motifs of the 46 cucumber proteins are shown in different colors. The scale at the bottom of the figure indicates the position of the conserved motifs. (B) The amino acid composition of the 15 conserved motifs of GST.

# Supplementary material for: Genome-wide identification and expression analysis of glutathione S-transferase gene family to reveal their role in cold stress response in cucumber
**Source:** Front Genet. 2022 Sep 29;13:1009883. doi: 10.3389/fgene.2022.1009883
**Supplement:** Supplementary file 6

Supplemental table 5 The GST members in different species

| Species | NO. of GST | Reference |
| --- | --- | --- |
| *Brassica oleracea* | 65 | Vijayakumar et al., 2016 |
| *Ipomoea* *batatas* L. Lam. | 42 | Ding et al., 2017 |
| *Pyrus bretschneideri* | 62 | Wang et al., 2018 |
| *Cucurbita maxima* | 32 | Kayum et al., 2018 |
| *Brassica napus* | 179 | Wei et al., 2019 |
| *Radish* sativus | 82 | Gao et al., 2020 |
| *Tribolium castaneum* | 41 | Song et al., 2020 |
| *Cicer arietinum* | 51 | Ghangal et al., 2020 |
| *Glycine max* L. Merr. | 126 | Hasan et al., 2020 |
| *Cucumis melo* | 49 | Wang et al., 2020 |
| *Malus domestica* | 38 | Zhao et al, 2021 |
| *Medicago truncatula* L | 92 | Hasan et al., 2021 |
| *Prunus avium* L. | 67 | Sabir et al., 2022 |
| *Teinturier Grape* | 92 | Li et al., 2022 |

How the deposited data were processed for this re-analysis (not part of the article)

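RNA-seq of cucumber leaves at 0, 3, 12 and 24 h of cold treatment was analysed, with 3 libraries at each time. The authors trimmed the reads (cutadapt 1.9 in the submitters' processing notes, with FastQC, whose version is not given in the sources used here), mapped them with HISAT2 to the Chinese Long V3 genome, and deposited FPKM for 24317 genes in 6 tables, 1 with all 4 times and the others with a pair of times each. The program that computed FPKM is not given in the sources used here. Besides FPKM, the authors' deposited tables of a pair of times hold a fold change, which equals the ratio of the mean FPKM of the groups, its log2 value, and a p-value and q-value of a test that is not named in the sources used here. In these tables the authors mark a gene as significant at a p-value under 0.05 and a log2 fold change above 1 or below -1, which gives 3184 genes for 3 h (1967 higher, 1217 lower) and 5344 genes for 12 h (1896 higher, 3448 lower). No table comparing 24 h with 0 h was used here. A fixed small value that stands for 0 in the deposited FPKM was set to 0.

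The depth of the libraries is not given in the sources used here. Relative to 0 h replicate 1, taken as 1, depth read from the ratios of values under 0.1 FPKM was 1.06 and 1.08 in the other 0 h libraries, 0.963, 0.956 and 1.02 at 3 h, 0.971, 0.912 and 0.962 at 12 h, and 0.927, 1.22 and 1.28 at 24 h. Each of these depths rested on 15 to 33 ratios that lay together, among 168 to 244. Of the 66 pairs of libraries, 65 were within 0.01 on the log2 scale of these values, but pairs with 0 h replicate 1 agree by construction. The most abundant gene took 2.34% to 5.31% of the FPKM of a library. No pair of libraries shared more than 0.766% identical values, so that no library was taken as deposited more than once.

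For the comparisons, log2(FPKM + 0.5) of the 17497 genes with at least 0.5 FPKM in at least 3 of the 12 libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust), all libraries in 1 fit without an intercept and without the replicate number as a block. Each later time was compared with 0 h. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes and a log2 fold change above 1 or below -1, and CsGSTs at the unadjusted p under 0.05 of the paper's methods with the same fold threshold. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The steps were tested on simulated data in which 200 of 17497 genes were changed: at 3 h the test recovered 100% of genes changed by a log2 fold of 1.5, 2 or 3, at 12 h 97.0%, 98.5% and 98.5%, and at 24 h 97.0%, 100% and 100%, with 0, 3 and 0 false calls. The changed genes were drawn from those with a mean log2(FPKM + 0.5) above 3 at 0 h. Recovery of genes lower at 0 h, such as CsGSTU5, CsGSTU6 and CsGSTU12, was therefore not tested. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1 and was not used.

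The named genes were set by a rule: all CsGSTs; at each time the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 5 FPKM in a group, no overlap between the libraries of the groups (which chance gives for 10% of genes) and a description; and in each gene list the 2 highest and 2 lowest called members at each time. The gene names in the paper's Tables S3 and S4 were seen before the rule was written. The 19 lists came from the annotation in the deposited tables: the 46 CsGSTs of Supplementary Table S2 in 11 classes, glutathione metabolism without CsGSTs, antioxidant enzymes, CBF/DREB and cold-regulated genes, LEA and dehydrin, heat shock proteins, circadian clock, photosynthesis, flavonoid and phenylpropanoid, abscisic acid, alpha-linolenic acid and jasmonate, galactose and raffinose, fatty acid desaturases, WRKY, ribosome, DNA replication and histones, and, for other cell types, phloem, epidermis and cuticle, and xylem and lignified cells. Lists were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation, adjusted over 57 tests. Glutathione metabolism was tested with a one-sided Fisher's exact test against tested genes with any KEGG pathway. CsGSTs were clustered on z-scored mean FPKM (Euclidean distance, average linkage) into 3 clusters.

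The counts of genes and CsGSTs, the enrichment test, the counts of each gene list and the values of the named genes were computed again with a pseudocount of 0.1 or 1, no filter or a stricter filter of 1 FPKM, median-ratio rescaling, quantile normalization, the 6 libraries of a comparison alone, the replicate number as a block, and without each library in turn, and the counts also with other p-value or fold thresholds. The clusters were computed again with other linkages and with log2 values, and the detected CsGSTs with other minimum levels; the camera tests were not computed again under these settings. The lists, the rule for named genes and these alternatives were set before the data were examined. RT-qPCR and enzyme activities were not analysed here, and no reference genome was used.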

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

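The tests of explanations, the bounds (0.5 for scaling, 0 for time of day), the bootstrap rule, the tests between the later times and the counts of other groupings of the libraries were chosen only after the results were seen; the list tests were not.

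Among the CsGSTs called against 0 h at a time compared, 2 genes of the chromosome 4 tau cluster had log2 fold changes of opposite sign at different times and a difference between these times that passed the test. CsGSTU7 had a log2 fold change against 0 h of -0.47 at 3 h (not past the test), 1.08 at 12 h and 1.47 at 24 h, and the differences between times were 1.55 from 3 to 12 h (adjusted p = 0.00537, limma) and 1.94 from 3 to 24 h (adjusted p = 0.00135, limma). The 12 h call of CsGSTU7 was lost without 0 h replicate 3 or without 12 h replicate 3. CsGSTU4 fell at 3 h (-1.28) and had 0.44 at 12 h, within the fold threshold. For CsGSTU4 the difference was 1.71 (adjusted p = 2.18e-07, limma). Other CsGSTs that were within the fold threshold at each time also changed sign. CsGSTF4 had 0.60, 0.77 and -0.94 at 3, 12 and 24 h, with a difference of -1.71 from 12 to 24 h (adjusted p = 4.37e-08, limma), CsGSTU16 had -0.85, 0.74 and 0.27, with 1.59 from 3 to 12 h (adjusted p = 5.12e-06, limma), and CsGSTU13 had -0.44, -0.96 and 0.11, with 1.07 from 12 to 24 h (adjusted p = 0.00379, limma). Smaller differences with a change of sign, under 0.5 on the log2 scale, had an adjusted p under 0.05 in CsGSTZ2, CsEF1G1 and CsGHR2 and in CsGSTU4 from 12 to 24 h, but not in CsGSTU8.

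Among lists that the paper does not report on, 5 passed camera with the preset correlation at 1 or more times, and none did so with an estimated correlation. The 60 tested heat shock genes had a median log2 fold change of 1.39 at 3 h (36 higher, 2 lower), 0.34 at 12 h (19 and 7) and 1.02 at 24 h (30 and 5), with camera adjusted p = 1.44e-09, 0.000779 and 4.46e-05; with an estimated correlation these were lost (adjusted p = 0.93, 0.96 and 0.96). The 12 h median of this list was 0.59 after median-ratio rescaling and 0.52 after quantile normalization. The 9 tested CBF/DREB and cold-regulated genes had medians of 1.82 at 3 h and 1.83 at 24 h (5 higher and none lower at each; 1 lower at 24 h without 0 h replicate 2), with adjusted p = 0.0441 and 0.0457, or 0.96 at both with an estimated correlation. Photosynthesis genes (83 tested) had a median of 0.37 at 12 h, 19 higher and 5 lower (adjusted p = 0.00139, or 0.96 with an estimated correlation), and after median-ratio rescaling 0.63, with 30 higher and 1 lower, but 0.12 after quantile normalization, with 19 higher and 3 lower. Ribosome genes (323 tested) had medians of 0.23, 0.038 and 0.27 at 3, 12 and 24 h, with 5 higher and 7 lower, 12 and 13, and 19 and 13 (adjusted p = 0.0129, 0.0345 and 6.33e-05, or 0.96 at each with an estimated correlation); the test sets the list against all other genes, whose median was below 0 at 12 and 24 h. Without 0 h replicate 3, 2 ribosome genes were higher at 3 h. After median-ratio rescaling the ribosome genes had 29 higher and 9 lower at 12 h (median 0.29) and 33 and 9 at 24 h (0.47). After quantile normalization they had 4 higher and 11 lower at 3 h, 18 and 12 at 12 h, and 19 and 12 at 24 h. DNA replication and histone genes (85 tested) had a median of -0.57 at 24 h, 3 higher and 24 lower (adjusted p = 0.0442, or 0.96 with an estimated correlation), and 16 lower after median-ratio rescaling or 19 after quantile normalization; 1 was higher without 0 h replicate 1 and also without 24 h replicate 1. Counts adjusted over the list alone were the same for each of these lists.

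The first pattern weighed is the higher level of tau-class CsGSTs at 12 and 24 h. The scaling of the FPKM is argued against as the whole cause, because after quantile normalization the median log2 fold change of the 19 tested tau genes at 12 h was 1.19 (bootstrap interval over genes 0.81 to 3.73), above the bound of 0.5. Time of day alone is argued against as well, but only for a daily rhythm back at its 0 h phase by 24 h. The median at 24 h, the same hour as 0 h, was 1.47 (0.60 to 3.46). A shifted rhythm is not covered, because 13 genes of the circadian clock list were higher and 24 lower at 24 h. Both intervals treat genes as independent and hold the spread over genes, not that over libraries. With an estimated correlation of 0.35 within the class, camera gave p = 0.108 at 12 h and p = 0.110 at 24 h. Neighbouring tau genes share parts of the chromosome and possibly reads, which was not tested. Cold treatment, seedling age and light period changed together and cannot be separated by this design, so that a response of the tau class to cold stays a hypothesis.

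The second pattern is the rise of the heat shock list at 3 and 24 h. Scaling is argued against as the whole cause by a median at 3 h of 1.29 after quantile normalization (bootstrap interval 0.83 to 2.04, 60 genes). Time of day alone, with the daily rhythm back at its 0 h phase, predicts no change at 24 h, the same hour as 0 h. The median there was 1.02 (bootstrap interval 0.16 to 1.47), with 30 genes higher and 5 lower (28 to 31 higher in leave-one-out). The interval treats genes as independent and holds the spread over genes, not that over libraries. It lies above 0 but reaches under 0.5, the bound first used for time of day. Under that bound this explanation could not be told apart from the others. The bound was then changed to 0 with the values known, which turned the verdict, so that none is drawn here on time of day. Time of day stays open. Chilling, a changed light period, and handling of the seedlings at transfer, were not tested separately and stay open too.

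The third pattern is in the circadian clock list, where 10 genes were higher and 17 lower at 3 h, 14 and 26 at 12 h, and 13 and 24 at 24 h, although 24 h is the same hour as 0 h. If the clock were held near its 12 h state, its genes should lie nearer at 24 h to their 12 h than to their 0 h level more often than other genes. The share was 70.9% of the 79 tested clock genes, within the 57.0% to 77.2% of random lists of the same size, and 67.3% of all genes did so. The explanation therefore cannot be told apart from a general likeness of the 12 and 24 h libraries, and the changed light period also stays open.

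Other groupings of the 6 libraries of each comparison were counted, but with 10 groupings the share of those as large as the real one, which was 1 of 10 in each case, cannot be under 0.05. The genes called were 2674, 4596 and 5474 at 3, 12 and 24 h, against at most 1, 1 and 2 in another grouping. CsGSTs called were 12, 16 and 17 against at most 2, 0 and 0, and changed glutathione metabolism genes were 15, 26 and 25 against 0, 0 and 0. Each of the other groupings mixed libraries of both times, so that the difference between times entered its spread and few calls were bound to follow. These counts therefore do not give the number of calls to be had by chance.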

How the results depend on the processing

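Leaving out replicate 2 of 3, 12 and 24 h together was chosen only after the results were seen. Without a fold-change minimum, 9913, 12110 and 12697 genes and 24, 36 and 32 CsGSTs passed at 3, 12 and 24 h, and 18 CsGSTs at all 3 times, because the fold threshold was dropped. Glutathione metabolism passed at 12 h after median-ratio rescaling (p = 0.0297), and with higher genes only at 12 h (p = 0.00139) and 24 h (p = 0.00269), by Fisher's exact test. Most of the 18 and 21 higher pathway genes were CsGSTs, with 7 and 8 outside the family, and the test treats genes as independent. Higher genes outside the family were not tested alone, nor was the cause of the pass after rescaling. Leave-one-out gave 2607 to 2739, 4503 to 4782 and 5459 to 5526 genes, 10 to 13, 15 to 18 and 17 to 18 CsGSTs, 4 to 8 CsGSTs at all 3 times (4 without 3 h replicate 2, 8 without 12 h replicate 2), and enrichment p of 0.149 to 0.522, 0.123 to 0.455 and 0.281 to 0.461 (Fisher's exact test). No called gene changed sign in leave-one-out. In the replicate block, 2671, 4598 and 5468 genes and 12, 16 and 17 CsGSTs were called, all 117 list counts stayed within 1.5 times, and 1 of 552 named gene values was weaker. No pairing by replicate number was seen, as deviations of same-numbered libraries correlated at -0.16 to 0.16. Whether the samples were paired is not given in the sources used here. The other settings gave 2185 to 3276, 3821 to 5536 and 4583 to 6361 genes, the ends from pseudocounts of 1 and 0.1. Of the 552 named gene values, 531 were on the same side of the threshold after median-ratio rescaling (9 gained, 12 lost), 533 after quantile normalization, 537 with a pseudocount of 0.1, 534 with a pseudocount of 1, and 533 in the setting chosen after the results were seen. Of 117 list counts, 16 moved by over 1.5 times after median-ratio rescaling, 13 after quantile normalization, 7 and 10 with pseudocounts of 0.1 and 1, and 5 in the added setting. In leave-one-out, 5 list counts moved by over 1.5 times without 0 h replicate 2, 4 without 0 h replicate 3, 3 each without 0 h replicate 1 and 12 h replicate 2, 2 each without 24 h replicate 1, 3 h replicate 1 and 3 h replicate 3, 1 each without 24 h replicates 2 and 3 and 3 h replicate 2, and none without 12 h replicates 1 and 3. The count-based alternatives were not run, because the values are FPKM. Absolute depth is unknown, so that no limit for genes listed at 0 can be given, and relative depth differed by up to 1.40 times.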

Differences from the paper's values

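The setting that leaves out replicate 2 of 3, 12 and 24 h was chosen only after the results were seen. The cluster that rises and then falls holds 10 CsGSTs in the paper (the paper's value) and 5 here with average linkage. Of the alternatives set before the data were examined, complete linkage gave 10, whereas Ward linkage and z-scores of log2 values gave no cluster highest at 3 h. With log2 z-scores a cluster of 2 genes (CsGHR2 and CsGSTF4) was highest at 12 h and had a lower mean z-score at 24 h (-1.08) than at 0 h (-0.35), so that the gap stayed. The paper's text does not name its linkage. The rising cluster holds 21 CsGSTs in the paper and 26 here; complete linkage gave 21, Ward linkage a cluster of 20 highest at 12 h and another of 11 highest at 24 h, and log2 z-scores a cluster of 30. The falling cluster held 12 in both.

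The paper names CsGHR3 among the CsGSTs differentially expressed at every time; here its log2 fold change at 12 h was 0.95, and the other 6 genes the paper names were called at all 3 times. CsGHR3 was called at 12 h after median-ratio rescaling, after quantile normalization, without 0 h replicate 1, without 12 h replicate 2, and with the setting chosen after seeing the values, which drops CsGSTU6 and CsGSTU18 at 3 h and CsGSTZ3 at 24 h. The authors' own p-values and fold changes, the latter ratios of mean FPKM, also called CsGHR3 at 12 h. Of the genes of Table S3, 12 of the paper's 13 at 3 h, 16 of its 19 at 12 h and 16 of its 16 at 24 h were called here, at the thresholds the paper states. CsGSTU16 at 3 h and CsGHR3, CsGSTU13 and CsGSTU22 at 12 h were not called, and CsGSTU10 at 24 h was called here alone. A pseudocount of 0.1 called CsGSTU16 (log2 fold change -1.15), CsGSTU13 (-1.03) and CsGSTU22 (1.23), CsGSTU13 was also called without 0 h replicate 3 or without 12 h replicate 1, and the authors' own p-values and fold changes over the genes kept by the filter gave 13 and 19 at 3 and 12 h. For the tau class the paper's text gives 9, 13 and 11, against 7, 11 and 12 here, and the paper's Table S3 lists 8 tau genes at 3 h. A pseudocount of 0.1 gave 9 and 13 at 3 and 12 h, and the authors' own p-values and fold changes gave 8 and 13 at 3 and 12 h.

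The paper describes the CsGSTs as enriched in glutathione metabolism. Over all changed genes the one-sided Fisher's exact test gave p = 0.186, 0.138 and 0.447 here; it passed with higher genes only at 12 h (p = 0.00139) and 24 h (p = 0.00269) and at 12 h after median-ratio rescaling (p = 0.0297). Fisher's test treats genes as independent, and most of the higher pathway genes were CsGSTs. The paper's enrichment test over its CsGSTs alone is another comparison, and its background is not given in the sources used here. In Table S2 the listed end of CsGHR1 lies before its start, so that only the start was used.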

Other observations

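No test in this part was chosen after its result was seen. The genes below were picked from those the rule names after their values were seen, and no theme among them was tested. A dnaJ homolog subfamily B member 6-like gene (CsaV3_5G028590), a co-chaperone, was at 0.0960 FPKM at 0 h and at 273 and 519 at 12 and 24 h (log2 fold changes 8.84 and 9.76). APRR3 (CsaV3_5G000090), a clock-associated pseudo-response regulator, went from 2.92 to 363 and 342 FPKM (6.73 and 6.64), and a GIGANTEA-like gene (CsaV3_6G005020) from 5.80 to 301 and 230 (5.58 and 5.19). CONSTANS-LIKE 6 (CsaV3_6G003540) fell at each time, with -2.35, -4.29 and -4.55. An HSP70 gene (CsaV3_4G024840) rose from 43.1 to 539, 1071 and 1786 FPKM, and a heat stress transcription factor A-6b (CsaV3_3G012910) had -0.58, 4.48 and 5.07, while a heat stress transcription factor C-1 (CsaV3_2G002270) fell with -1.12, -2.11 and -3.38. In the photosynthesis list a light-harvesting gene (CsaV3_6G051520) rose with 2.50, 4.00 and 2.76, and among the histones H1 (CsaV3_6G046960) fell with -1.76, -2.12 and -3.28.

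Several genes had larger log2 fold changes at 3 and 24 h than at 12 h, a difference between times that was not tested for them. DREB1B-like (CsaV3_5G005890), a transcription factor of the cold response, had log2 fold changes of 2.51, 0.0022 and 3.07 at 3, 12 and 24 h, DREB1A (CsaV3_3G016760) had 2.20, -1.25 and 1.83, and the dehydrin DHN1-like (CsaV3_4G005460) had 3.37, -1.51 and 5.27. WRKY 46 (CsaV3_3G008170) had 4.09, 1.31 and 3.69, a PAL-like gene (CsaV3_4G002300) of phenylpropanoid synthesis 5.04, 0.07 and 3.60, and galactinol synthase 2-like (CsaV3_1G015730), of raffinose synthesis, 4.00, 0.20 and 3.81. DREB2A-like (CsaV3_4G026790) rose at each time instead, with 2.13, 2.94 and 4.52. The CBF/DREB and cold-regulated list had 3 genes higher and 2 lower at 12 h (3 and 1 after either rescaling; 1 lower without 0 h replicate 1, 0 h replicate 3 or 12 h replicate 2; camera adjusted p = 0.683), where its median was -0.40 while its mean and the direction of the test were positive. These genes were picked for this description after their values were seen, from those the rule names.

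Of the 32 tested antioxidant enzyme genes, none passed the threshold at 3 h, and 2 were higher and 3 lower at both 12 and 24 h, without passing camera; median-ratio rescaling gave 2 and 2 at 12 h and 3 and 3 at 24 h, and quantile normalization 1 and 2, and 3 and 3. Without 0 h replicate 2, 1 was higher at 12 h and 5 were lower at 24 h; without 12 h replicate 2, 1 was higher at 12 h; without 24 h replicate 1, 5 were lower at 24 h. A cytosolic ascorbate peroxidase (CsaV3_1G033510) rose with 1.15 and 1.22 at 12 and 24 h, from 410 FPKM at 0 h to 911 and 958. Catalase isozyme 1 (CsaV3_4G037250) fell at 24 h with -1.54, from 1930 to 669 FPKM, whereas a catalase isozyme 1-like gene (CsaV3_4G037260) rose from 0.585 to 2.87 FPKM, with 1.63. A monodehydroascorbate reductase (CsaV3_5G027310) had -0.85, -1.87 and -1.87. The enzyme activities of the paper were not analysed here, and transcripts need not follow activities.

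The remaining lists passed camera at no time. Numbers higher and lower at 3, 12 and 24 h were 4 and 0, 0 and 3, and 4 and 2 for the 9 LEA and dehydrin genes; 42 and 11, 28 and 38, and 48 and 37 for the 178 flavonoid and phenylpropanoid genes; 10 and 4, 7 and 12, and 8 and 12 for the 43 abscisic acid genes; 5 and 2, 6 and 5, and 12 and 6 for the 54 alpha-linolenic acid and jasmonate genes; 13 and 10, 13 and 15, and 18 and 15 for the 100 galactose and raffinose genes; 5 and 3, 5 and 4, and 3 and 6 for the 17 fatty acid desaturases; and 16 and 3, 4 and 8, and 11 and 9 for the 43 WRKY genes. The balance at 12 h depended on the scaling: median-ratio rescaling gave 32 and 24 for flavonoid and phenylpropanoid, 7 and 6 for abscisic acid (10 and 9 at 24 h), 18 and 12 for galactose and raffinose, and 5 and 5 for WRKY, and quantile normalization gave 33 and 27, 7 and 8, 18 and 12, and 5 and 5. Quantile normalization also gave 9 and 7 for abscisic acid at 3 h, and 5 and 2 for fatty acid desaturases at 12 h. Markers of other leaf cell types gave 1 and 0, 1 and 1, and 3 and 1 for 10 phloem genes. The 28 epidermis and cuticle genes gave 3 and 2, 0 and 8, and 2 and 8. At 12 h these became 0 and 6 after median-ratio rescaling and 0 and 5 after quantile normalization. The 24 xylem and lignified cell genes gave 3 and 2, 4 and 4, and 0 and 5 (5 and 2 at 12 h after either rescaling). In leave-one-out, 2 LEA and dehydrin genes were higher at 12 h without 12 h replicate 2. Of the phloem genes, 2 were lower at 3 h without 0 h replicate 3 or 3 h replicate 3, 2 at 12 h without 0 h replicate 3, and none at 24 h without 0 h replicate 1, 0 h replicate 2 or 24 h replicate 3. Of the xylem and lignified cell genes, 1 was lower at 3 h without 3 h replicate 1 or 3 h replicate 2, and 1 was higher at 24 h without 0 h replicate 2 or 24 h replicate 2. In these lists, NCED5 (CsaV3_1G032340), of abscisic acid synthesis, rose with 3.42 and 4.44 at 12 and 24 h, and HOTHEAD (CsaV3_7G034800), a cuticle gene, fell with -2.23 and -2.46.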
